# Bulked segregant transcriptome analysis in pea identifies key expression markers for resistance to *Peyronellaea pinodes*

**DOI:** 10.1038/s41598-022-22621-2

**Published:** 2022-10-28

**Authors:** Sara Fondevilla, Nicolas Krezdorn, Diego Rubiales, Björn Rotter, Peter Winter

**Keywords:** Genetics, Plant sciences

## Abstract

*Peyronellaea pinodes* is a devastating pathogen of pea crop. Quantitative trait loci (QTL) associated with resistance have been identified, as well as genes differentially expressed between resistant and susceptible pea lines. The key question is which of these many genes located into these QTLs, or differentially expressed, are the key genes that distinguish resistant from susceptible plants and could be used as markers. To identify these key genes, in the present study we applied MACE (Massive Analysis of cDNA Ends) -Seq to a whole Recombinant Inbred Line population segregating for resistance to this disease and their parental lines and identified those genes which expression was more correlated with the level of resistance. We also compared gene expression profiles between the most resistant and the most susceptible families of the RIL population. A total of 6780 transcripts were differentially expressed between the parental lines after inoculation. Of them, 803 showed the same expression pattern in the bulks formed by the most resistant and most susceptible RIL families. These genes, showing a consistent expression pattern, could be used as expression markers to distinguish resistant from susceptible plants. The analysis of these genes also discovered the crucial mechanisms acting against *P. pinodes*.

## Introduction

Ascochyta blight is the most relevant foliar pea disease. It is incited by a complex of fungi, being *Peyronellaea pinodes* the most common and harmful pathogen^1^.

*P. pinodes* is a hemibiotrophic fungus. When conditions are suitable and the host is susceptible, *P. pinodes* conidial infection starts with the production of a germ tube. *P. pinodes* penetrates directly through the cuticle to epidermal cells. Once penetrated, hyphae grow along the extracellular space. During this first phases of the infection, hyphae grow inside the host cell walls by moving the periplasmatic cell content without protoplast collapse or killing of epidermal cells. This biotrophic phase is followed by a necrotrophic phase in which the fungus colonizes the mesophyll producing necrotic lesions^2^.

Resistance to *P. pinodes* in pea is a polygenic character and several efforts to map the resistance^3–9^ identified genomic regions associated with resistance, but failed to reveal the genes underlying the observed QTL. Therefore, as an alternative to genetic mapping, we applied comparative gene expression analyses between inoculated and non-inoculated susceptible and partial resistant plants to gain an understanding of physiological mechanisms underlying resistance, with the aim to directly identify the genes involved. On this way, in a previous study, we performed transcriptome profiling of the resistant pea accession P665 and the susceptible cultivar Messire, inoculated with *P. pinodes*, using a heterologous microarray carrying 70 mer oligonucleotides representing *M. truncatula* genes. In this study 346 genes differentially regulated between P665 and Messire were identified^10^. Later then, using the SuperSAGE technique, we identified 509 pea genes which expression was induced or repressed in accession P665 when infected by *P. pinodes*^11^.

Though these early studies gave useful insights into fundamental responses of the plant upon infection with *P. pinoides*, they failed to reveal putative marker genes useful for breeding. To solve this problem, in the present study we chose an experimental set-up, that differs from these efforts in several aspects. First, we not only profiled the transcriptome of a resistant and susceptible accession, as before, but also that of an inoculated Recombinant Inbred Line (RIL) population segregating for resistance. Moreover, while in the microarray experiment^10^ only a resistant and a susceptible line infected with *P. pinodes* were analysed, and in the SuperSAGE experiment only the inoculated and non-inoculated resistant accession was studied, in the present study we included all treatments (inoculated and non-inoculated plants from the resistant and the susceptible accessions) in the analysis. Secondly, we exploited MACE (Massive Analysis of cDNA Ends -Seq^12^), technique enabling to produce more comprehensive, genome-wide transcription profiles at reasonable costs than the methods used before. In pea, MACE-Seq has been successfully applied for evolutionary studies^13^, identification of SNP-based genic markers^14^ and mutant symbiotic alleles^15^ as well as for gene expression profiling analyses for pant specific traits^16^.

Here we apply MACE-Seq for transcriptome profiling of the parental lines and a whole RIL population segregating for resistance. This allowed us to correlate the expression of each of more than 13,700 expressed transcripts with the level of resistance. Furthermore, with the analysis of the most contrasting bulks of the RIL population we performed what we call “bulk segregant transcriptome analysis” (BSTA) to compare gene expression profiles between the most resistant and the most susceptible families of the RIL population. This permitted us to unravel putative key processes and their underlying genes that distinguish resistant from susceptible plants. qRT-PCR markers derived from these genes may be used as innovative expression markers in Marker-assisted Selection (MAS).

## Materials and methods

All experiments were performed with accordance to relevant regulations and guidelines.

### Plant material

Two genotypes, P665 and Messire, as well as a F_2:6_ RIL population obtained from the cross between these accessions were used in the experiments. Cultivar Messire (*Pisum sativum* ssp. *sativum*) is highly susceptible to *P. pinodes*. P665 is a *P*. *sativum* ssp. *syriacum* (a wild relative of pea) accession that shows incomplete resistance to this pathogen^17^.

### Inoculation and sampling

To discern which could be the most suitable time points for sampling of material for transcriptomic analysis, we first carried out a histological study in the same conditions as those to be used in the transcriptomic study and observed the time course of the infection. Plants of P665 and Messire were inoculated with *P*. *pinodes* as described below and leave samples were observed at 12, 24, 36 y 48 hai (hours after inoculation). At these time points, the percentage of germinated spores, the penetration into the epidermis and the formation of necrotic lesions in the mesophyll were quantified in four leaflets per genotype and time point as described in^18^. Previous histological studies^19^, indicated that resistance of P665 is due to the presence of a mechanisms stopping *P. pinodes* at the epidermis and a further mechanisms limiting its growth in the mesophyll. Consequently, the times points that, according to the results obtained in the present study, corresponded to penetration of pea epidermis by *P*. *pinodes* (24 h) and appearance of necrotic lesions in the mesophyll caused by *P. pinodes* (48 h), were selected as the most suitable times to harvest the samples.

The experiments were carried out in three independent replicates. A diagram of the sampling design followed in each of the three replicates is shown in Supplementary Fig. S1. In the experiment involving P665 and Messire, nine plants of Messire and 27 plants of accession P665 per replicate were inoculated. More plants were included from P665 than from Messire because the leaves of P665 are small, and so, more plants were needed to obtain enough plant material for RNA extraction. Three plants from Messire and 12 plants from P665 were used for leaves sampling at each time point while three of each genotype were used for disease symptoms scoring 7 hai, using the scale described by Roger and Tivoli^20^. For inoculation, Co-99, a monoconidial isolate derived from an isolate obtained from ascochyta blight infected pea material collected in pea fields at Córdoba (Spain) during 1999 was used. The isolate was grown in Petri dishes containing PDA medium at 23 °C, exposed to a 16 h photoperiod. A spore suspension of 5 × 10^5^ spores per milliliter was obtained as described in^11^ and applied to the third and fourth leaf of plants at 5–6 leaf stage using a paintbrush. Then, plants were maintained at high humidity and darkness during 24 h by using ultrasonic humidifiers. In addition, per replicate and time point, three Messire and 12 P665 control, non-inoculated plants, were inoculated with sterile water and maintained in the same environmental conditions as inoculated plants. Afterward, plants were transferred to a growth chamber (12 h light/12 h darkness photoperiod, at 250 μmolm^-2^ s^-1^).

In the experiment involving P665 and Messire, leaves (3rd and 4th) from inoculated and control plants were cut 24 and 48 h after inoculation (hai), frozen in liquid nitrogen and stored at − 80 °C until RNA extraction. In the case of the experiment using the RIL population P665 × Messire, 96 families from this population were inoculated as reported above, excepting that in this case also the fifth leaf was inoculated. Messire and P665 plants were also included to check that the inoculation and disease development progressed well. Samples were taken from the third and fourth leaves 24 hai, while the evaluation of the disease was evaluated in the fifth leaf 7 dai. Two plants represented each family in each replicate.

### RNA extraction, preparation and sequencing of MACE libraries

In the case of the experiment including P665 and Messire, RNA from each replicate of the different treatments was extracted separately. In the case of the experiment including the RIL population, the replicates were pooled. RNA was extracted using TRISure (Bioline, London, UK) according to the manufacturer’s protocol and treated with RQ1 RNase-Free Dnase (Promega, Madison, USA) to eliminate any potential residual DNA. Quantity and purity of total RNA was analysed using a NanoDropND1000 (NanoDropTechnologies, Inc.,Wilmington, USA) and its integrity was examined on agarose gels.

Around 5 μg of total RNA was used to construct MACE libraries using the “MACE-Kit” (GenXPro GmbH, Frankfurt am Main, Germany) following the supplier’s manual. MACE technique analyses 3′- cDNA ends of 300–500 bp long, fragmented cDNA. The fragments generated are sequenced from their 5′-ends. In that way only one sequence from each transcript is produced. The potential bias produced during the PCR amplifications included in the preparation of the libraries was avoided using GenXPro’s PCR-bias-proof technology “TrueQuant”, included in the MACE kit, that allows distinguishing PCR copies from original transcripts. Sequencing (94-bp tags from each library) was done on an Illumina HiSeq2500 machine (Illumina, Inc., San Diego, CA, USA).

### Reads preprocessing and mapping

Sequence reads obtained were further analysed using GenXPro’s MACE analysis pipeline. In summary, libraries were sorted according to their respective index. Later on, duplicates obtained during PCR amplifications were identified and eliminated by TrueQuant technology. In addition, reads were filtered for quality and homopolymer. In addition, sequencing adapter primers and cDNA synthesis primers were eliminated.

To distinguish *Pisum sativum* sequences from those coming from *P. pinodes*, reads were mapped against the *Pisum sativum* transcriptome reported by Alves-Carvalho et al.^21^. However, when we mapped our reads to this transcriptome, we noticed that a significant part of the reads, including those coming from control samples, could not be assigned to this reference. As the transcriptome used as reference was from *P. sativum* ssp. *sativum* and did not include any pathogen infection treatment, these unmapped reads could correspond to reads specific for *P. sativum* ssp. *syriacum* or specific for plant-pathogen interactions. Consequently, in order to enrich our reference, we assembled these reads that did not match this transcriptome (*de-novo* assembly), using trinityrnaseq-2.2.0. Contigs coming from control plants were considered to belong to the plant. In addition, to select plant contigs from the inoculated samples that may be only expressed during infection, we performed a blastn homology search in the whole nucleotide collection (NT) from the NCBI data base (https://www.ncbi.nlm.nih.gov/home/download/). Contigs that matched plants were extracted and added to our reference. After that, we combined the sequences from the *P. sativum* transcriptome^21^ with our contigs assigned to the plant and used CAP3 for reducing very similar transcripts. To further reduce redundancies, we used cd-hit software^22^ considering 90% identity. To annotate the contigs, those contigs not matching the *P. sativum* transcriptome^21^ were annotated to the UniProtKB/Swiss-Prot, UniProtKB Fabaceae proteins databases by the BlastX tool (http://www.ncbi.nlm.nih.gov).

### Identification of transcripts differentially expressed between treatments

For the identification of transcripts differentially expressed between treatments we used the custom plant reference described above. First, all transcripts having less than 10 reads were eliminated. Then a custom workflow was used to calculate frequencies. Briefly, MACE reads were mapped to our plant reference using the SOAP2.2 software^23^ allowing 5 base mismatches. DEseq2 package^24^ was used for normalization and differential expression analysis. To identify transcripts over-expressed during treatment “A”, compared to treatment “B”, normalized expression values were compared between “A” libraries and “B” libraries. We considered a transcript to be up-regulated when the normalized expression value of the transcript was statistically significantly different (p_adjusted_ ≤ 0.05), and at least 2 times higher, in treatment “A” compared to treatment “B” for at least one time point after inoculation, or when the transcript was only present in treatment “A” libraries. Similarly, a gene was considered to be down-regulated in treatment “A” compared to treatment “B” when the normalized expression value of the transcript was statistically significantly different (p_adjusted_ ≤ 0.05), and at least 2 times lower in treatment “A” compared to treatment “B” for at least one time point after inoculation, or when the transcript was only present in treatment “B” libraries. Several comparisons were made. Thus, we compared transcript frequencies between P665 and Messire inoculated plants, at 24 or 48 hai, and between P665 and Messire control non-inoculated plants. In addition, we also identified the genes differentially expressed between the eight more resistant families (called resistant bulk in this article) and the eight more susceptible families (called susceptible bulk in this article) derived from the RIL population P665 × Messire. To select the most resistant and the most susceptible families we took into account the disease evaluation performed in this experiment as well as previous disease evaluations carried out in this population under control and field conditions^6^.

### Analysis of correlation between transcript expressions and the level of resistance

To analyse the level of correlation between the expression of each transcript and the level of resistance to *P. pinodes*, we calculated Pearson’s correlation coefficient between the normalized expression value of the transcripts in each RIL family and the disease rating obtained for these families in the evaluation carried out in the experiment described in this article. In order to obtain accurate conclusions, only genes for which expression was detected in at least 50 RIL families were included in the analysis.

### Go-enrichment test

The percentage of transcript belonging to each GO Slim category was compared between the different subsets of transcripts and all the transcripts included in our plant reference using χ^2^ statistics in order to identify the GO slim terms that were over- or under-represented in these subsets.

### Validation of expression profiles obtained by MACE by qRT-PCR

The expression trends of 10 genes with a putative relevant role in resistance to *P. pinodes*, that, in our MACE-Seq analysis, were significantly stronger expressed in P665 inoculated plants, compared to Messire inoculated plants, as well as in the bulk of resistant RIL families compared to the bulk of susceptible RIL families, were examined with two-step qRT-PCR. In the case of P665 and Messire, qRT-PCR were carried out for each of the three replicates, while in the case of the resistant/susceptible bulks equal amount of RNA from each family forming the bulk was pooled.

From each RNA sample, total RNA (5 μg) was reverse-transcribed with the SuperScript IV First-Strand Synthesis System (Invitrogen, Karlsruhe, Germany). SYBR Green was used to monitor dsDNA synthesis and polymerase chain reactions were carried out in a 48-well plate with a StepOne Real Time PCR System (Applied Biosystems, Foster City, CA, USA). Reaction mix (10 μl in total) included 5 μl Fast Start Universal SYBR Green Master (ROX), 1 μl cDNA, and 0.3 μM of each primer. The standard thermal profile followed was: polymerase activation (95 °C for 10 min), amplification and quantification (40 cycles; 95 °C for 15 s, 60 °C for 1 min) and dissociation curve generation (95 °C 15 s, 60 °C 1 min, 95 °C 30 s).

To design primers we used Probe Finder 2.53 (Universal Probe Library, Roche). The genes selected and the sequence of the primers designed to amplify them are included in Supplementary Table 1. For normalization, TUB, and GAPDH genes^25^ were used.

The PCR efficiency of each primer pair in each individual reaction was calculated using LingRegPCR 7.5 software and used to calculate an average efficiency (E) per primer pair. This average efficiency was used to calculate the expression in each reaction using the formula Expression = E^CT^. A normalization index was calculated for each plate as the geometric mean of the expression of the reference genes and a relative expression was calculated for each reaction as the ratio of the gene expression of the gene of interest in each reaction against the normalization index.

## Results

### Disease assessment

Confirming previous studies, accession P665 displayed incomplete resistance to *P. pinodes*, showing one week after inoculation an average disease rating of 2.9 in the 0–5 scale described by Roger and Tivoli^20^. Messire was highly susceptible showing an average disease rating of 4.8. The RIL (P665 × Messire) population showed a continuous distribution with disease rating from 2 to 5 (Supplementary Fig. S2).

### Identification of genes differentially expressed between P665 and Messire

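MACE-Seq sequences a tag near the 3′ end of each cDNA, so that each transcript molecule gives 1 tag and the number of tags measures its abundance. Leaves of the resistant accession P665 and of the susceptible cultivar Messire were sampled from inoculated and control plants at 24 and 48 hai. With 3 libraries for each combination of genotype, treatment and time point, 24 libraries in 8 groups were available, each made from 12 plants of P665 or 3 plants of Messire. The authors removed PCR copies by molecular tags, mapped the filtered reads to published pea transcripts joined with de novo contigs, and deposited the number of reads counted on each transcript, without normalization. All values given here were computed from those counts. In total 131285851 reads were counted on transcripts, which is 81.7% of the filtered parental reads listed by the paper in Table 1. A library held between 4287770 and 8666341 counted reads, with a median of 5214208. The medians of the Messire groups were 4735559 (control, 24 hai), 5161451 (control, 48 hai), 5401026 (inoculated, 24 hai) and 5273290 (inoculated, 48 hai). In P665 they were 4960588, 5424126, 4850177 and 5925119 in the same order. Counts were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test in 1 fit over the 8 groups, which left 16 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A transcript was called differentially expressed at an adjusted p of at most 0.05 and a change of at least 2-fold. The paper also counts a transcript that was present only in the libraries of 1 genotype. This detected-only rule was applied at each time point to transcripts with at least 1 read in one genotype and 0 reads in the 3 libraries of the other. Levels are given as CPM after TMM scaling, and confidence intervals and upper limits of read counts cover counting error only. In simulated counts, the comparison of inoculated P665 and Messire at 24 hai called 79 of 200 transcripts changed 4-fold. Of the 138 with a mean of at least 10 reads over all 24 libraries, controls included, 79 were called. Some of these 138 could hold fewer reads in the libraries compared. Of the 80 calls, 1 fell on an unchanged transcript.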

After eliminating duplicates and low quality reads a total of 160,681,582 sequencing reads from Messsire and P665 were processed, with an average of 6,695,077 reads per library (Table 1).

**Table 1:** Summary of reads counts.

Accession	Treatment	Time point	Reads after filtering
Messire	Control	24 hai	16,858,847
Messire	Control	48 hai	19,313,611
Messire	Inoculated	24 hai	21,557,718
Messire	Inoculated	48hai	24,175,905
P665	Control	24 hai	17,725,253
P665	Control	48 hai	18,555,014
P665	Inoculated	24 hai	22,174,341
P665	Inoculated	48 hai	20,321,181
RIL population	Inoculated	24 hai	566,451,353

*hai* = hour after inoculation with *P. pinodes*.

Reads were obtained for 27,805 transcripts of which 21,773 had at least 10 reads and were included in the subsequent analyses. 

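The 27805 transcripts comprised 17446 whose identifiers begin with PsCam, 9162 that begin with Contig and 1197 that begin with TRINITY. Of the 21773 transcripts with at least 10 reads over the 24 libraries, 11759 were PsCam, 8817 Contig and 1197 TRINITY sequences. The number of transcripts with at least 1 read ranged from 19985 to 22070 in the 12 control libraries and from 14934 to 15867 in the 12 inoculated libraries, so that the ranges did not overlap. The deepest inoculated library, with 8666341 reads, detected fewer transcripts than the shallowest control library, with 4287770 reads. A set of 3149 transcripts had at least 10 reads in the control libraries and 0 reads in all 12 inoculated libraries of both genotypes. Of these, 971 had at least 100 control reads. In the other direction, 5 transcripts had at least 10 reads in the inoculated libraries and 0 in the controls. Within a group, the log2 CPM of pairs of libraries correlated across transcripts with Pearson coefficients from 0.935 to 0.990, transcripts not being independent replicates.

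**Figure D1:**
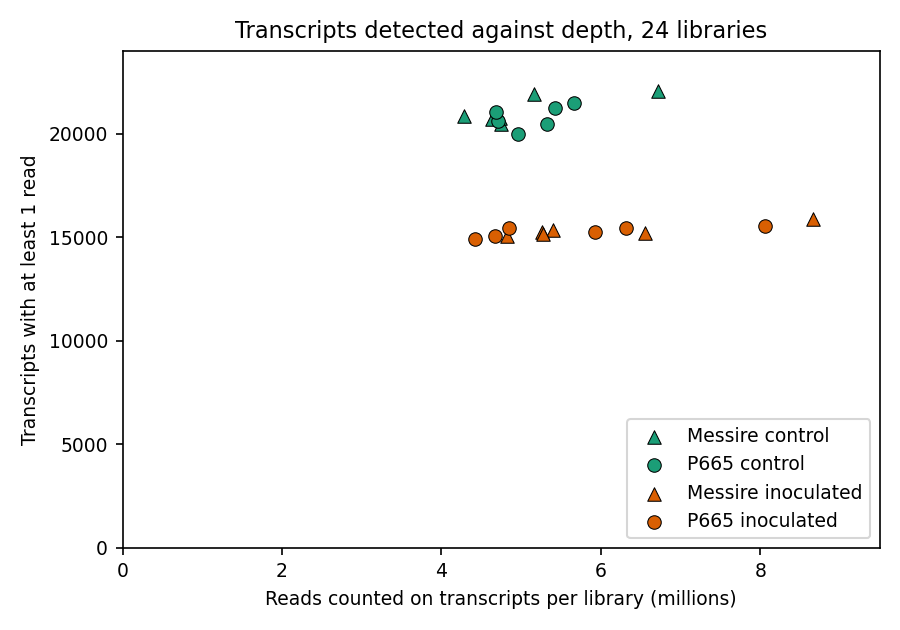
Transcripts with at least 1 read (vertical axis) against the reads counted on transcripts (horizontal axis) in each of the 24 libraries, with genotype and treatment marked. The inoculated libraries lie between 14934 and 15867 transcripts and the control libraries between 19985 and 22070.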

In order to focus on genes that could have a more relevant role in the resistance response against *P. pinodes*, we first identified those genes that were differentially expressed between Messire and P665 inoculated plants. 

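At 24 hai, 2250 transcripts passed both thresholds between inoculated P665 and Messire plants, 1210 higher and 1040 lower in P665. At 48 hai, 1846 passed them, 911 higher and 935 lower. Changes in the same direction at both time points were found for 1173 transcripts, while 1074 passed only at 24 hai and 670 only at 48 hai, and the difference between time points was not tested. With each library left out in turn, the count ranged from 1717 to 2332 at 24 hai and from 1378 to 1544 at 48 hai. A block for replicate number within each treatment and time point raised the counts to 2874 and 2457 transcripts, and an adjusted p of at most 0.01 with 4-fold lowered them to 1027 and 936. Among transcripts with at least 10 reads in each P665 library and no overlap between genotypes, the 2 largest rises at 24 hai were those of TRINITY_DN24480_c0_g2_i1 and TRINITY_DN36440_c0_g1_i1. The former had 487, 463 and 681 reads in P665 against 0, 0 and 1 in Messire. The latter had 133, 77 and 91 reads in P665 and 0 in the 3 Messire libraries. By the same rule, the 2 largest falls were those of TRINITY_DN2822_c0_g1_i1, with 0 reads in P665 and 565, 268 and 291 in Messire, and Contig4092, with 1, 0 and 0 reads against 1101, 1312 and 1251. Supplementary Data 2 and the part of Supplementary Data 3 that was read give no gene names for these 4 identifiers. In the control libraries at 24 hai each of the 4 had more reads in the same genotype as after inoculation.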

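By both criteria together, 6340 transcripts were differentially expressed between inoculated P665 and Messire plants in at least 1 time point. The adjusted p and fold thresholds were passed by 2920 of them, and the remaining 3420 (53.9%) were counted by the detected-only rule alone. At 24 hai that rule applied to 2396 transcripts, 1270 detected only in P665 and 1126 only in Messire. A single read in the 6 libraries was the evidence for 1418 of these (59.2%), 1936 had at most 3 reads, and 206 had at least 10. At 48 hai it applied to 2282 transcripts, of which 1380 had 1 read, 1877 had at most 3 and 176 had at least 10. A count of 1 against 0 does not separate the genotypes at this depth. When the same 6 libraries were divided otherwise into 3 and 3, in the 3 ways that part all pairs of replicate numbers, a transcript with 1 read was counted in each by construction. With 2 or 3 reads, the rule applied to 518 transcripts at 24 hai in the real division and 448 to 482 in the others, and to 497 and 395 to 422 at 48 hai. Restricted to transcripts with at least 10 reads, the others gave at most 12 and 8 transcripts. In the control libraries, which detected more transcripts, the rule applied to 1248 transcripts at 24 hai and 809 at 48 hai.

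**Figure D2:**
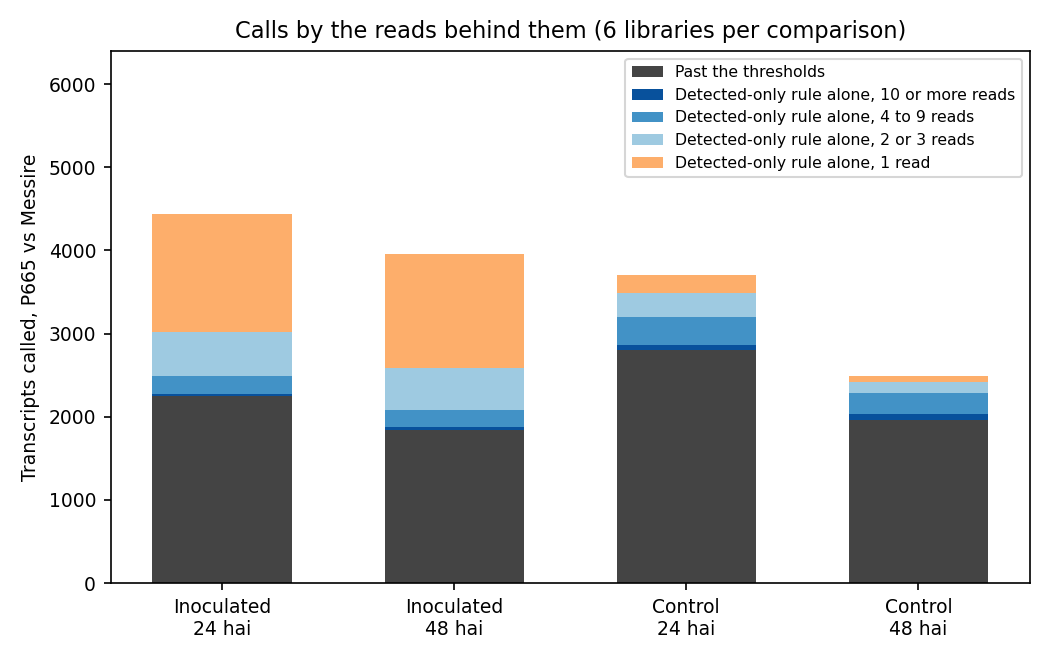
Transcripts called between P665 and Messire in each of the 4 comparisons (bars), divided into those past the adjusted p and fold thresholds and those called by the detected-only rule alone, by their number of reads. In inoculated plants the rule added 2182 transcripts at 24 hai and 2116 at 48 hai, of which 1418 and 1380 had 1 read.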

A total of 6780 transcripts were differentially expressed between P665 and Messire inoculated plants in at least onetime point after inoculation (Supplementary Data 1). 

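The comparison of control plants supplied the criterion for the categories. Between P665 and Messire controls, 2803 transcripts passed both thresholds at 24 hai (1320 higher and 1483 lower in P665) and 1966 at 48 hai (892 higher and 1074 lower). Of the 2250 transcripts called in inoculated plants at 24 hai, 1280 were called in the same direction in the controls of that time point and 5 in the opposite direction. The sign of the difference was the same in controls for 2101 of them (93.4%). At 48 hai, 1082 of the 1846 calls were also made in controls in the same direction, 1 in the opposite direction, and 1766 (95.7%) had the same sign. For the classification, a transcript called in inoculated plants was assigned to a constitutive category when it was called in the same direction in controls at 1 or both time points, the detected-only rule included. The 290 transcripts called in opposite directions at 24 and 48 hai were kept apart, and 3 of these were opposite by the thresholds alone.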

Subsequently we classified these genes in four categories: (1) genes up-regulated in P665 vs. Messire inoculated plants and also between P665 and Messire control plants (called constitutively up-regulated in this article), (2) genes up-regulated in P665 vs. Messire inoculated plants but not between P665 and Messire control plants (called induced after infection in this article), (3) genes down-regulated in P665 vs. Messire inoculated plants and also between P665 and Messire control plants (called constitutively down-regulated in this article), (4) genes down-regulated in P665 vs. Messire inoculated plants but not between P665 and Messire control plants (called repressed after infection in this article). The number of genes included in each category is included in Fig. 1, and the ID of these genes included in Supplementary Data 1.

**Figure 1:**
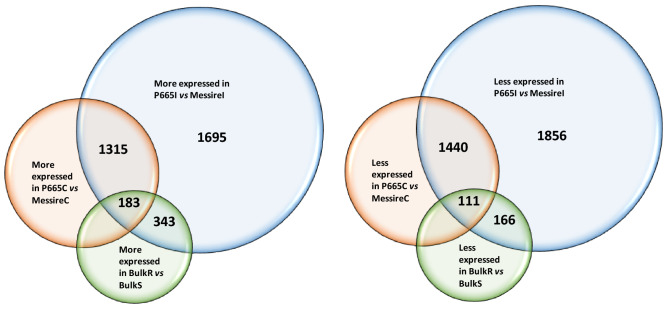
Venn diagram showing the number of genes in each expression pattern category. *P665I* = P665 inoculated plants; *MessireI* = Messire inoculated plants, *P665C* = P665 control plants, *MessireC* = Messire control plants, *BulkR* = bulk of the most resistant RIL families, *BulkS* = bulk of the most susceptible RIL families.

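The category of constitutively up-regulated genes held 1125 transcripts. In inoculated plants 878 of them passed the adjusted p and fold thresholds, and 247 entered by the detected-only rule. When the control difference had to be called at both time points, 542 transcripts qualified. The median number of reads per transcript was 494 over the 12 inoculated libraries and 559 over the 12 control libraries.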

Out of the 6780 genes that were more expressed in inoculated P665 compared to inoculated Messire plants, or that were expressed only in inoculated plants in P665, 1498 genes were also more expressed in non-inoculated P665 compared to non-inoculated Messire plants (Fig. 1). Therefore, it can be considered, that the constitutive expression of these genes is higher in P665 than in Messire. By contrast, 2038 genes were more expressed in inoculated P665 compared to inoculated Messire inoculated plants, but not in non-inoculated P665 plants. These genes can be considered, therefore, induced due to the infection in P665.

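The category of genes induced after infection held 1917 transcripts. The thresholds were passed in inoculated plants by 627 of them, while 1290 (67.3%) entered by the detected-only rule alone. Their median was 4 reads summed over the 12 inoculated libraries, against 123 reads over the 12 control libraries. At most 3 reads in the 12 inoculated libraries were found for 938 of the 1917 transcripts. When the categories were built on the thresholds alone, 647 transcripts were induced. Their median log2 fold change between P665 and Messire was 1.5 in inoculated plants and 0.60 in controls at 24 hai, and 0.94 and 0.53 at 48 hai.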

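Expression after inoculation was compared with that of control plants of P665 for the same transcripts. Of the 1917 transcripts in the induced category, 50 were higher in inoculated than in control P665 plants at 1 or both time points, 793 were lower, and 1074 were not called in either direction. In Messire, 11 were higher after inoculation and 1244 lower. In counts simulated without a difference between the genotypes, the category held 952.6 transcripts on average, 5.6 of them higher and 573 lower after inoculation in P665. Whether the reads of inoculated and control plants were counted alike cannot be told from the counts, and the lower levels after inoculation are subject to that limit. Among the 647 transcripts induced by the thresholds alone, 52 were higher and 66 lower after inoculation in P665, while 9 were higher and 287 lower in Messire. Whether the response to inoculation differed between the genotypes was tested by their interaction, at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test. This interaction was called for 32 transcripts at 24 hai and 12 at 48 hai, against 1615 and 768 at an unadjusted p under 0.05. It was positive for 11 of the 1917 transcripts in the induced category. These counts depended on the tool and on single libraries, and a block for replicate number within each treatment and time point raised both. DESeq2 called 194 and 28 transcripts and limma-voom 609 and 521. Without replicate 2 of inoculated P665 at 24 hai the count at that time point was 6, and without replicate 3 of control P665 at 24 hai it was 83. At 48 hai it ranged from 3 without replicate 1 of inoculated Messire to 15 without its replicate 2. From higher expression in inoculated P665 than in inoculated Messire plants, together with no such difference between controls, the paper reasons that these genes can be considered induced by the infection in P665.

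**Figure D3:**
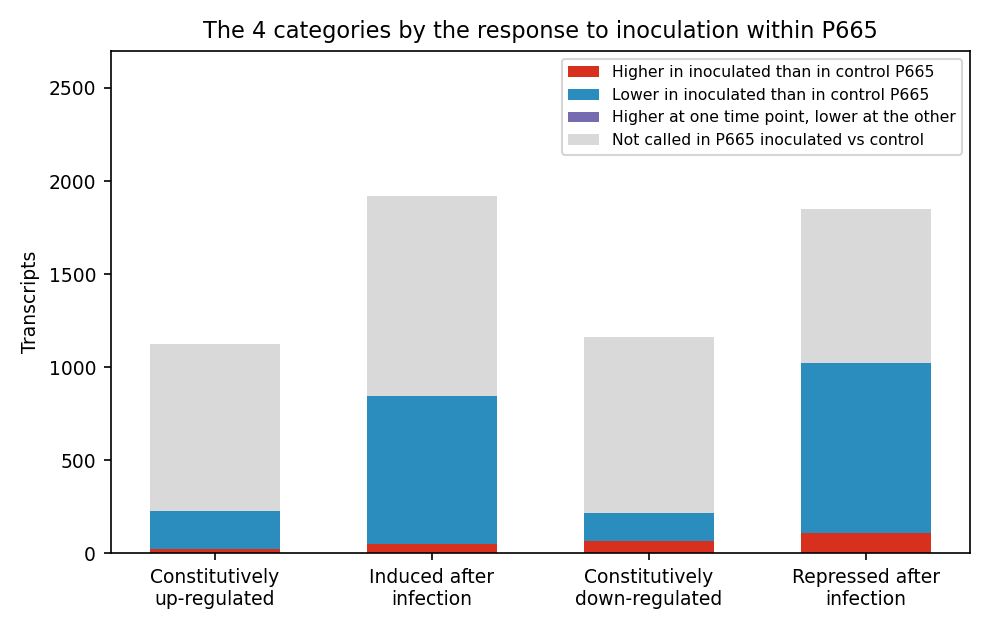
Transcripts in each of the 4 categories (bars), divided by the comparison of inoculated with control P665 plants at 1 or both time points into higher, lower, both and not called. In the induced category 50 of 1917 transcripts were higher after inoculation and 793 lower, and in the repressed category 109 of 1849 were higher and 914 lower.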

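Among transcripts lower in inoculated P665 than in inoculated Messire, 1159 were constitutively down-regulated and 1849 were repressed after infection. The thresholds were passed in inoculated plants by 805 of the former and 605 of the latter, and the detected-only rule alone accounted for 354 and 1244. In P665 itself, 914 of the repressed transcripts were lower in inoculated than in control plants, 109 were higher, 1 was called in both directions at different time points, and 825 were not called. In Messire 356 were higher and 801 lower after inoculation. The interaction of genotype and inoculation was negative for 18 of the 1849 transcripts. On the thresholds alone, 622 transcripts were repressed, of which 90 were lower and 111 higher after inoculation in P665, and 54 lower and 362 higher in Messire.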

Regarding the genes down regulated in P665 vs. Messire inoculated plants, 1551 were also less expressed in control plants and can be considered constitutively down regulated in P665 vs. Messire, while 2022 were down-regulated only in inoculated plants and can be considered to be repressed due to the infection.

The proportion of genes included in the different Go-slim categories for each of these groups are included in Supplementary Figs. S3, S4, S5, S6.

Go-enrichment analysis showed that genes induced after infection in P665 vs. Messire were enriched in the biological processes “cell death” and “immune system process”. Other enriched biological processes were “nucleocytoplasmic transport”, “developmental maturation” and “cell adhesion”. Interestingly, these analyses showed that genes constitutively more expressed in P665 vs. Messire were also enriched in biological processes involved in defense as “cell death” and “response to stress” (Fig. 2).

**Figure 2:**
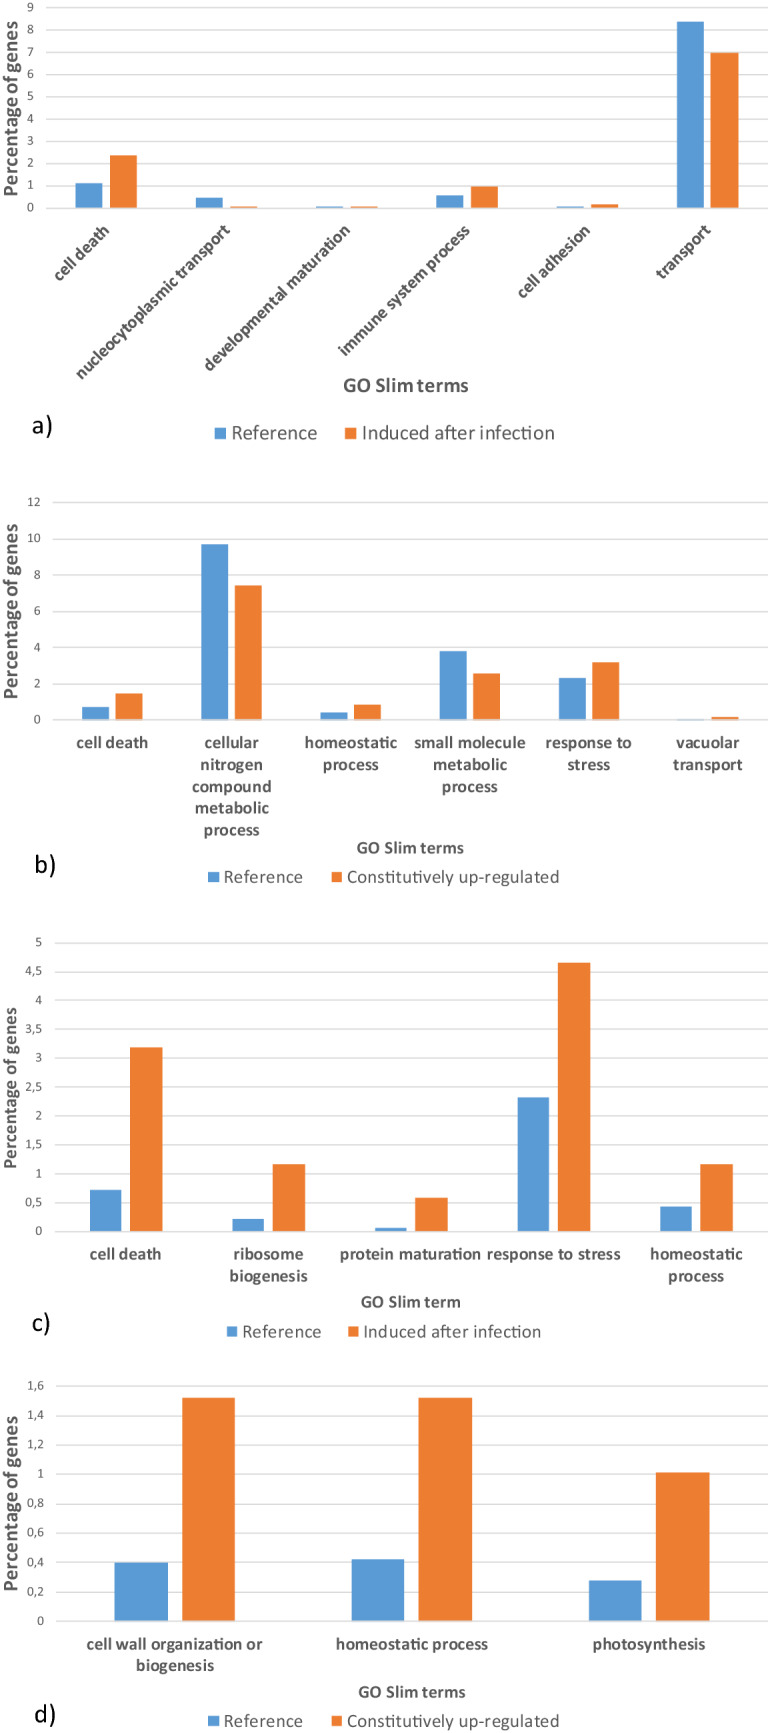
Percentage of transcripts belonging to over/under-represented GO Slim terms in the set of genes (**a**) induced in P665 vs. Messire after infection with *P. pinodes*, (**b**) in the set of transcripts constitutively up-regulated in P665 vs. Messire, (**c**) in the set of genes induced in P665 vs. Messire after infection with *P. pinodes* and in the resistant bulk vs. susceptible bulk, (**d**) in the set of transcripts constitutively up-regulated in P665 vs. Messire and in the resistant bulk vs. susceptible bulk, in comparison to the plant reference created in this study.

### Identification of genes showing a consistent expressional pattern in resistant vs. susceptible lines

From the RIL population, a total of 566,328,503 sequencing reads were processed after trimming (average 6,024,771 reads per family) (Table 1). From among the genes constitutively up-regulated in P665 vs. Messire, the 12.2% of them (183 transcripts) were also up-regulated between the resistant bulk vs. the susceptible bulk. These genes can be considered consistently constitutively more expressed in resistant than susceptible plants. From among them, 119 were only detected in the resistant bulk libraries (Supplementary Data 2). On the other hand, from the genes induced after infection in P665 vs. Messire, the 16.8% (343 transcripts) can be considered consistently induced in resistant vs. susceptible plants, as they were also more expressed in the resistant bulk vs. the susceptible bulk. From among them, 272 were only detected in the resistant bulk libraries.

From among the genes constitutively down-regulated in P665 vs. Messire, the 7.1% (111 transcripts) were also down-regulated in the resistant bulk vs. the susceptible bulk. These genes can be, therefore, assumed to be consistently constitutively less expressed in resistant than susceptible plants. Among them, 49 were only detected in the susceptible bulk libraries. By contrast, from the transcripts repressed after infection in P665 vs. Messire, the 8.2% (166 transcripts) were less expressed in P665 inoculated vs. Messire inoculated plants, but not in control plants, and also less expressed in the resistant bulk vs. the susceptible bulk, and can be believed to be consistently down-regulated after infection in resistant vs. susceptible plants (Fig. 1).

All these genes, showing a consistent pattern in resistant vs. susceptible plants, could be used as “expression markers” to distinguish between resistant and susceptible plants and are included in Supplementary Data 2.

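The parental side of these patterns was examined for the transcripts in Supplementary Data 2. The libraries of the bulks were not analysed here. The copy read held 183 constitutively up-regulated, 342 induced, 111 constitutively down-regulated and 166 repressed transcripts, all present in the counts. Of these, 106, 258, 71 and 132 fell in the same category in the parental libraries. With DESeq2 in place of edgeR the numbers were 108, 265, 77 and 141, and without the detected-only rule they were 66, 53, 44 and 65. With transcripts of opposite direction at 24 and 48 hai counted in both directions, a choice made after seeing the data, they were 108, 301, 73 and 144. A difference in the stated direction between inoculated P665 and Messire passed both thresholds for 47.0% of the constitutively up-regulated, 19.0% of the induced, 51.4% of the constitutively down-regulated and 41.6% of the repressed transcripts. Of the 342 induced transcripts, 202 had at most 3 reads in the 6 libraries of inoculated P665, and 121 had exactly 1. At most 3 reads in the inoculated libraries of the higher genotype were also found for 60 of the 183, 35 of the 111 and 66 of the 166 transcripts of the other categories. Since the paper chose these transcripts on the same parental libraries, the numbers are no independent evidence for the patterns.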

In conclusion, by applying BSTA strategy, we were able to reduce drastically the number of candidate resistance-related genes (according to their expression in the parental lines) by a minimum of 83.2% (from 92.9 to 83.2% depending on the expression group), identifying consistent expression markers that distinguish resistant from susceptible plants. These results, highlight the power of this approach to identify a set of accurate expression markers useful for breeding.

In the set of genes that were induced after infection in P665 vs. Messire and also more expressed in the resistant bulk *vs* the susceptible bulk, the Go-slims terms “cell death” and “response to stress” were enriched, as well as the Go-terms “ribosome biogenesis”, “protein maturation” and “homeostatic process”. Go-terms enriched in the set of genes constitutively more expressed in P665 vs. Messire, and also more expressed in the resistant Bulk vs. the susceptible bulk were “cell wall organization or biogenesis”, “homeostatic process” and “photosynthesis” (Fig. 2).

### Correlation between the level of expression of the genes and the level of resistance to *P. pinodes*

We could detect the expression of 21,696 transcripts in the RIL population. Of them, expression values in at least 50 RIL families were detected for 13,738 genes (Supplementary Data 3). For these genes, Pearson’s correlation coefficient between the level of expression of the gene in each RIL family and the level of resistance to *P. pinodes* in the families was calculated. Pearson's correlation coefficient ranged between − 0.63 and 0.61. As the level of resistance was scored as the disease rating in a scale from 0 to 5, where 5 corresponded to the most susceptible plants, a negative Pearson's correlation coefficient means that a higher expression of a gene was correlated with resistance, while a positive value indicates that a lower expression of the gene was correlated with resistance. Among the genes showing the highest correlation between a high expression of the gene and a high level of resistance there were several genes having regulatory roles as well as many genes involved in protein synthesis and maturation.

### Validation of expression of relevant genes by qRT-PCR

Average expression profiles obtained by qRT-PCR showed the same trend as those obtained by MACE. 

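PsCam006440, whose protein match in Supplementary Data 2 is an NB-ARC domain disease resistance protein of Medicago truncatula, had few reads in every parental library. At 24 hai it had 0, 1 and 1 reads in inoculated P665 and 0 reads in the 3 libraries of inoculated Messire, so that it was called by the detected-only rule alone. At 48 hai it had 0, 1 and 1 reads in inoculated P665 and 1, 1 and 1 in inoculated Messire. The controls held 6 reads in P665 and 3 in Messire at 24 hai, and 2 and 9 at 48 hai. None of the 4 differences passed the thresholds of edgeR's quasi-likelihood test, the adjusted p being 0.357 at 24 hai and 1.0 at 48 hai in inoculated plants. The direction in inoculated plants cannot be told from these counts, and the transcript shares its protein match with PsCam032520, with which reads could be divided.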

As an exception, in the case of PsCam006440, a higher expression of this gene in the resistance bulk vs. susceptible bulk was confirmed by qRT-PCR, but this gene was only detected in P665 inoculated plant libraries by MACE-Seq, while, by qRT-PCR, it was less expressed in P665 inoculated plants than in Messire inoculated plants (Fig. 3). In addition, in the case of Contig4480 and Contig9689, in the qRT-PCR assay, confirming MACE-Seq results, these genes were more expressed in the resistant bulk than in the susceptible bulk and also in P665 vs. Messire in two of the three replicates performed. However, in the third replicate, these genes were more expressed in Messire than in P665. All these three genes showed a very low expression. This really low expression precludes the accurate measurement of their expression by any method and could explain the discrepancies between MACE-Seq and qRT-PCR results.

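In the inoculated libraries at 24 hai, Contig4480 stood at 13.9 ± 4.78 CPM in P665 and 5.11 ± 2.36 CPM in Messire (mean ± SD, n = 3), above 62.4% and 51.8% of the tested transcripts. Contig9689 stood at 16.2 ± 6.09 and 5.14 ± 1.96 CPM, above 64.6% and 51.9% of them. PsCam006440 was at 0.130 ± 0.123 CPM in P665, above 31.4%, and had no read in Messire. Tested transcripts without a read in the group raise these shares. PsCam036692, with 1 read in P665, stood above 24.5%. The log2 fold change of Contig4480 was 1.43 (standard error 0.396, adjusted p = 0.0191 from edgeR's quasi-likelihood test). The call was lost when replicate 2 or 3 of either genotype was left out, and with limma-voom. At 48 hai the change was 1.90 (standard error 0.376, adjusted p = 0.00143 from the same test) and stayed past the thresholds with each library left out. Contig4480 was also higher in P665 controls at 48 hai, by 1.45 on the log2 scale (adjusted p = 0.0128 from edgeR's test), a call lost without replicate 1 of Messire or replicate 2 of P665. For Contig9689 the log2 fold change at 24 hai was 1.65 (standard error 0.448, adjusted p = 0.0163), a call lost without replicate 3 of Messire or replicate 2 or 3 of P665. At 48 hai it was 0.85 and not called.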

**Figure 3:**
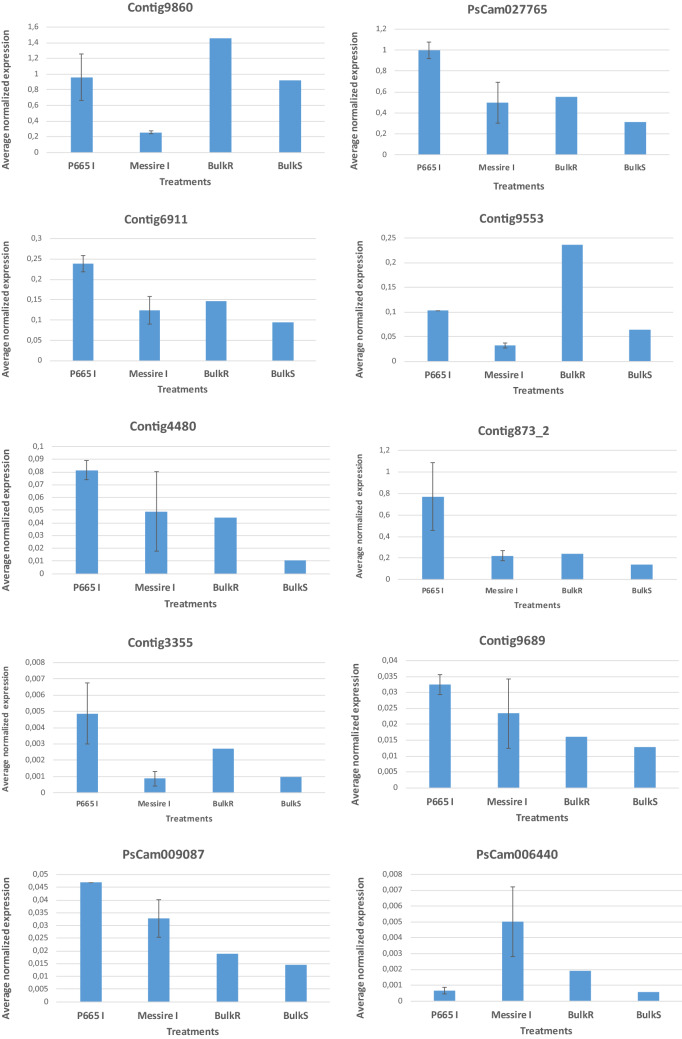
Normalized expression of the different transcripts measured by qRT-PCR. *P665 I* = P665 inoculated plants 24 hai, *Messire* *I* = Messire inoculated plants 24 hai, *BulkR* = bulk of the most resistant RIL families, *BulkS* = bulk of the most susceptible RIL families. Error bars represent standard errors of the means.

## Discussion

Next Generation Sequencing (NGS) techniques are allowing the sequencing of whole genomes and transcriptomes at low cost. NGS transcriptome profiling enable the quantification of differentially expressed genes with high accuracy and has been widely used to study plant-pathogen interactions. While usually by RNA-seq gene expression in only a few genotypes, usually a resistant and a susceptible one, is analysed, we took advantage of the cost efficiency of the MACE-Seq technique to sequence the transcriptome of a whole RIL F_2:6_ population segregating for resistance. This approach allowed us to obtain unprecedented new and valuable information. Thus, we could estimate the level of expression of more than 21,500 transcripts in this population and correlate their expression values with the level of resistance of the different RIL families.

In addition, we performed what we coin “bulked segregant expression analysis” (BSTA) enabling us to reduce the number of candidate resistant-related genes by 83.2 to 92.9% as compared to solely the analysis of the parental lines. Bulked-segregant analysis (BSA) is an efficient method to identify markers tightly linked to genes responsible for a trait^26^. After crossing two parental lines with contrasting phenotypes for the analyzed trait, the derived F_2_ population is evaluated for the trait. Then, two bulks, formed by F_2_ individuals showing contrasting phenotypes are produced and analysed with molecular markers to identify polymorphic markers between the two bulks^27^. The idea behind this method, combined with the power of whole genome sequencing, has been used e.g. for QTL mapping, by whole-genome resequencing of two DNA bulks of progeny showing contrasting phenotype^27^.

We here harnessed the power of NGS in combination with BSA to compare the level of expression of the whole transcriptome in two bulks of families showing contrasting response to *P. pinodes*. Our BSTA approach allowed us to identify the genes contributing more to the observed resistance and, instead of traditional DNA markers linked to resistance, identify, “expression markers”, i.e., genes which expression could be used to distinguish resistant from susceptible lines.

Applying Gene Ontology analysis on this focused set of candidate resistance-related genes enabled a birds-eye view on the data set from the different experimental set-ups revealing key factors for resistance to *P. pinodes.* Especially genes involved in Go-categories “Cell death”, “Response to stress” “Cell wall modification” and “Protein synthesis and maturation” were significantly up-regulated in the resistant parent and RILs and will be discussed in more detail below:

### Cell death has a relevant role in resistance to *P. pinodes*

*P. pinodes* is a hemibiotrophic fungi. Therefore, this pathogen has an initial biotrophic phase during the first stages of the infection that is later on followed by a necrotrophic phase in the mesophyll. Toyoda et al.^28^ already pointed out the relevance of this early biotrophic phase in the pathogenicity of *P. pinodes*. Our previous histological studies^19^, showed that the death of the pea epidermal cell that is infected by *P. pinodes* is a mechanism that contributes to resistance to *P. pinodes*. Hypersensitive response (HR), which is a pathogen-induced cell death process at the site of infection that limits pathogen growth, is a common mechanism of resistance against biothrophic pathogens and our present study corroborates that this mechanism has a relevant role in defense against *P. pinodes*, affecting probably this initial biotrophic phase. Thus, the Go-slim term “cell death” was more frequent in the set of genes up-regulated after infection in P665 vs. Messire and also in the resistant bulk vs. the susceptible bulk. Go-enrichment analysis also showed that in P665 a set of genes involved in this process are constitutively higher expressed compared to the susceptible Messire. HR is the result of the recognition of pathogen effectors by the plant, unleashing effector-triggered immunity (ETI), and is activated by R-genes. Our combined approach identified a set of R-genes and receptor kinases that could have a relevant role in detecting *P. pinodes*, as they were up-regulated after infection, or constitutively more expressed in P665 vs. Messire, and also more expressed in the resistant RIL bulk vs. the susceptible bulk. In addition, their expression was highly correlated with the level of resistance. This set of genes is shown in Fig. 4, and includes transcripts annotated as “LRR receptor kinases”, “NBS-LRR disease resistance proteins”, “NB-ARC domain disease resistance proteins” and a “Wall-associated receptor kinase-like protein”. 

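In the parental libraries the 10 transcripts of this set in Fig. 4 differed widely in the reads behind them. Their protein matches come from other legumes. PsCam009087, an NBS-LRR match, had 60, 35 and 39 reads in inoculated P665 at 24 hai and 0, 1 and 0 in inoculated Messire, a ratio of 128 (95% counting interval 22.6 to 5090). At 48 hai it had 33, 50 and 48 reads against 0, 1 and 0, and in controls 155 against 2 reads at 24 hai and 134 against 13 at 48 hai. All 4 differences were called, with adjusted p from 3.16e-06 to 0.000287 in edgeR's quasi-likelihood test, and remained so with each library left out. PsCam026054, an LRR receptor-like kinase match, had 358 reads in inoculated P665 against 3 in inoculated Messire at 24 hai, and 239 against 1 at 48 hai. It was also higher in P665 controls at 24 hai, with 234 reads against 5, but not at 48 hai, with 187 reads against 139. The interaction at 48 hai was called (adjusted p = 0.0105 from edgeR's test). With only the 12 libraries of that time point in the fit it was not, as edgeR then called 0 interactions. Contig7572, a receptor-like protein kinase match, was at 42.4 ± 22.4 CPM in inoculated P665 and 12.6 ± 3.77 CPM in inoculated Messire at 24 hai (mean ± SD, n = 3). Its log2 fold change was 1.74 (standard error 0.349, adjusted p = 0.00144 from edgeR's quasi-likelihood test). It was lower in inoculated than in control Messire plants by −2.71 on the log2 scale (adjusted p = 1.24e-05), while its change in P665 of −0.89 was not called. The interaction between these was not called either (adjusted p = 0.162). The other 7 transcripts rested on few reads in inoculated plants and were called there by the detected-only rule alone. PsCam014482 had 7 reads in P665 against 1 in Messire at 24 hai and 4 against 0 at 48 hai, a difference that limma-voom called at both time points. At 24 hai in P665, PsCam032520 had 5 reads, PsCam004614 had 3, and PsCam004768, PsCam036692 and PsCam045300 had 1 each, with 0 in Messire. At 48 hai PsCam045300 had 1 read in P665 against 2 in Messire, PsCam032520 had 2 against 1, and PsCam004768, PsCam036692 and PsCam004614 had no read in either. In controls at 24 and 48 hai, PsCam004768 had 8 reads in P665 against 20 in Messire and 50 against 28, PsCam036692 had 16 against 2 and 47 against 21, and PsCam045300 had 14 against 4 and 53 against 31. PsCam032520 had 7 against 5 and 19 against 7, PsCam004614 had 4 against 4 and 3 against 0, and PsCam009219 had 17 against 9 and 11 against 14. None of these control differences passed the thresholds in edgeR's test, and that of PsCam004614 at 48 hai was counted by the detected-only rule. PsCam009219 had 1 read in P665 at 48 hai and no other read in the inoculated libraries. PsCam014482, PsCam009219 and PsCam009087 share 1 protein match, so reads could be divided among them.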

For one of them, PsCam009087, its consistent higher expression in resistant vs. susceptible plants was confirmed by qRT-PCR.

**Figure 4:**
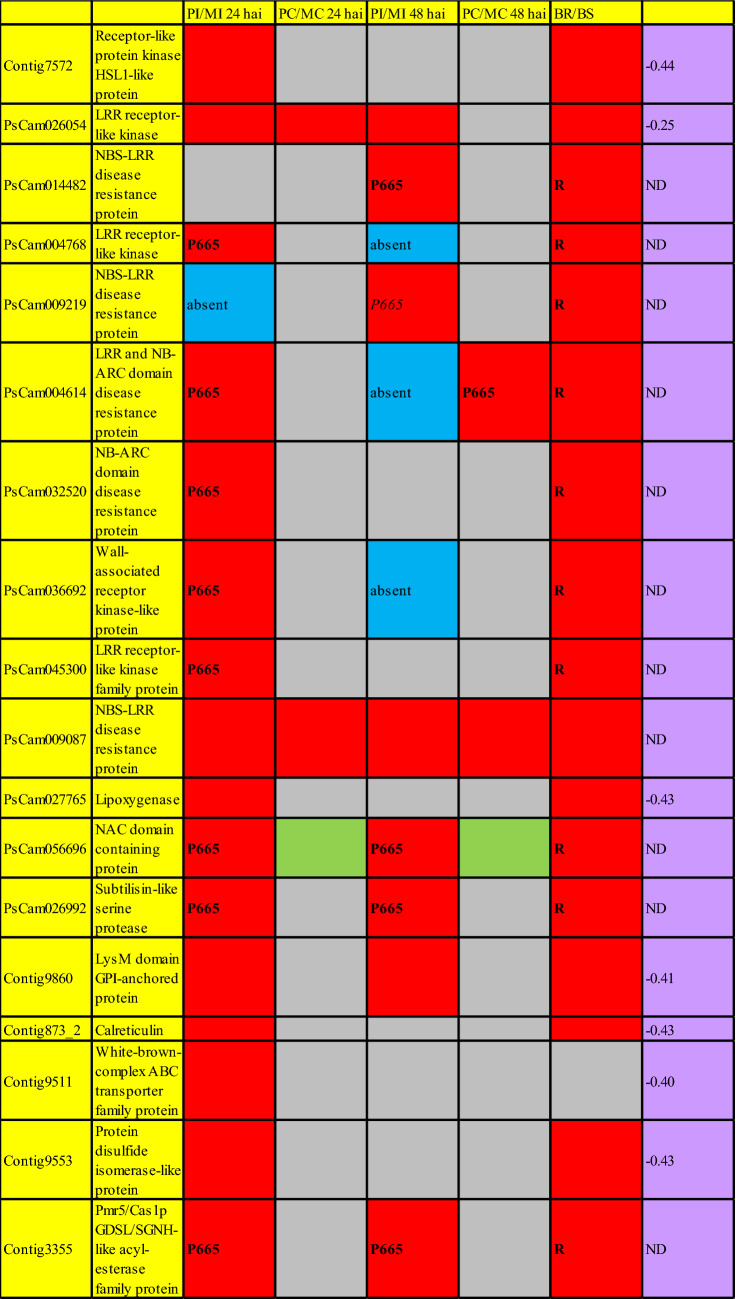
Expression pattern, according to MACE-Seq results, of the most relevant genes with a putative involvement in resistance to *P. pinodes*. Cells in red indicates that the transcript was significantly (log_2_FoldChange > 1; p_adjusted_ ≤ 0.05) up-regulated in P665 compared to Messire. Cells in green indicates that the transcript was significantly (log_2_FoldChange < 1; p_adjusted_ ≤ 0.05) down-regulated in P665 vs. Messire. Cells in grey correspond to genes not differentially expressed between treatments. *P* = P665, *M* = Messire, *I* = Inoculated plants, *C* = control plants, *BR* = Resistant bulk, *BS* = susceptible bulk, *R* = transcript only detected in the resistant bulk, *P665* = transcript only detected in P665, *absent* = transcript absent in these treatments, *hai* = hours after inoculation, *Pearson* = Pearson’s correlation coefficient between the level of the resistance and the expression of the gene, *ND* = not determined.

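The calls of the 18 transcripts in Fig. 4 were derived again for the comparisons of P665 with Messire, in inoculated and control plants at 24 and 48 hai. Of the 72 combinations, 71 fell in the class shown by the figure, and 70 when DESeq2 was used in place of edgeR. Over all 22 transcripts that the paper names in its text, Fig. 4 or Table S1, 11 were up-regulated in P665 past the thresholds in inoculated plants at 24 hai and 9 more were called by the detected-only rule alone. At 48 hai the numbers were 5 and 5. With p-values adjusted over the list alone, 12 and 6 transcripts passed the thresholds. The paper chose the list on these libraries, so this is not independent evidence. Contig335 in Table S1 was taken to be Contig3355, to which the paper's text gives the same protein name. In controls 2 transcripts were up-regulated and 1 down-regulated at each time point, and 1 more was detected only in P665 at 48 hai.

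**Figure D4:**
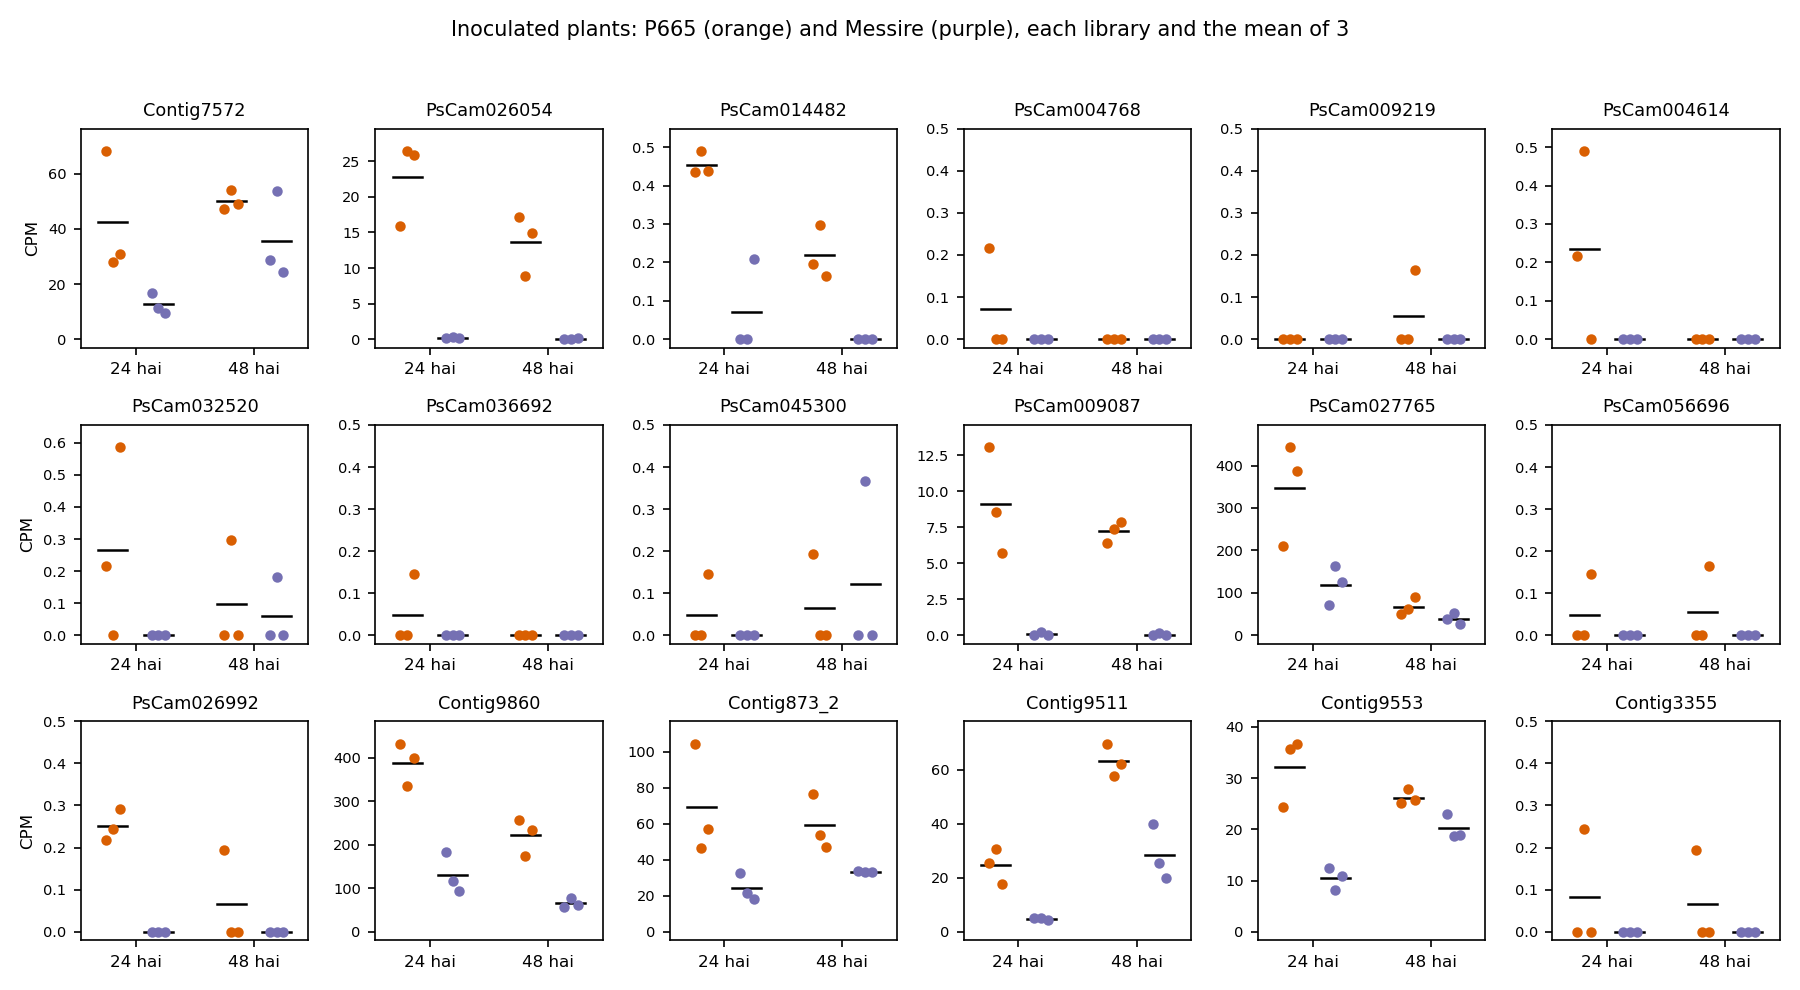
CPM after TMM scaling in each of the 3 inoculated libraries of P665 (orange) and Messire (purple) at 24 and 48 hai (points), with their mean (lines), for the 18 transcripts of Fig. 4, 1 panel each with its own scale. The mean of PsCam009087 at 24 hai was 9.10 in P665 and 0.0826 in Messire.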

In addition to R-genes, other up-regulated gene with a putative role in “cell death”, that also showed a good correlation with the level of resistance, was PsCam027765, that encodes a “Lipoxygenase”. 

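PsCam027765, whose protein match is a lipoxygenase of Cajanus cajan, was at 347 ± 121 CPM in inoculated P665 and 120 ± 46.2 CPM in inoculated Messire at 24 hai (mean ± SD, n = 3). The log2 fold change was 1.53 (standard error 0.46, adjusted p = 0.031 from edgeR's quasi-likelihood test). The adjusted p rose above 0.05 when replicate 1 or 3 of Messire or replicate 2 or 3 of P665 was left out, and to 0.0533 when only the 6 libraries compared entered the fit, the highest of a range from 0.0116 over the other settings. At 48 hai the log2 fold change was 0.77 (adjusted p = 0.416), and in controls it was 0.26 at 24 hai and 0.28 at 48 hai, none of them called. Inoculated and control P665 plants differed at 24 hai by 0.70 on the log2 scale (adjusted p = 0.258 from the same test).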

The expression profile of this gene was confirmed by qRT-PCR. The function of lipoxygenases (LOX) in the defense has been postulated to be associated with the synthesis of a number of different compounds involved in signaling, having antimicrobial activity or associated with the development of the HR. The HR is characterized by the loss of membrane integrity and closely related to the generation of lipid peroxides and active oxygen species. It has been postulated that LOX-mediated lipid oxidation is important in causing membrane damage during the HR^29^.

### Genes involved in “response to stress” putative contributing to *P. pinodes* resistance

In addition to “cell death”, the Go-slim term “response to stress” was also more abundant in the set of genes consistently induced after infection with *P. pinodes* in resistant vs. susceptible RILs and in P665 vs. Messire. A constitutively higher expression of genes associated with defence in P665 vs. Messire had been already reported in our previous transcriptome studies^10,11^. Several genes had a putative involvement in defense, according to their annotation, and meet the requirements of being up-regulated after infection, or constitutively more expressed in P665 vs. Messire, and also more expressed in the resistant RIL bulk vs. the susceptible bulk, being also for many of them their expression correlated with the level of resistance. These genes are shown in Fig. 4.

The possible role of these genes in resistance to *P. pinodes* in pea is discussed below. Thus, a gene putative involved in defense to *P. pinodes* according to our study is PsCam056696, encoding a protein containing a NAC domain. Expression of this genes was only detected in P665 inoculated plants and in the libraries obtained from the resistant bulk, suggesting that its expression contributes to resistance. 

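PsCam056696 had 1 read in the 3 libraries of inoculated P665 at 24 hai and 1 at 48 hai, and 0 reads in the libraries of inoculated Messire at both time points. It was therefore called by the detected-only rule alone, and a count of 1 against 0 leaves the difference undetermined at this depth. Control plants also had reads of this transcript. At 24 hai there were 1 in P665 and 32 in Messire, and at 48 hai 3 in P665 and 26 in Messire. In controls the ratio of P665 to Messire was 0.0294 at 24 hai (95% counting interval 0.000723 to 0.176). At 48 hai it was 0.118 (0.0229 to 0.386). The transcript was called lower in P665 controls at both time points. The fitted log2 fold changes, resting on 1 and 3 reads in P665, were −4.73 (adjusted p = 0.00211 from edgeR's quasi-likelihood test) and −2.89 (adjusted p = 0.0306). The call at 48 hai was lost with any 1 of 5 of the 6 libraries left out, and it was not made by DESeq2.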

Several studies have revealed that a number of NAC TFs acts as regulators of plant immunity, modulating the hypersensitive responses and stomatal immunity or acting as virulence targets of pathogen effectors (for a review see Yuan et al.^30^).

Another remarkable gene with a putative interesting role in *P. pinodes* resistance is PsCam026992, encoding a “Subtilisin-like serine protease”. This gene was more expressed in P665 than in Messire in both inoculated and control plants. 

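PsCam026992 had 4 reads in inoculated P665 at 24 hai and 1 at 48 hai, against 0 reads in inoculated Messire at both time points, and was called by the detected-only rule alone. In controls it had 19 reads in P665 and 4 in Messire at 24 hai, a ratio of 4.47 (95% counting interval 1.49 to 18.1), and 30 against 4 at 48 hai, a ratio of 7.68 (2.71 to 30.0). The log2 fold changes in controls were 2.10 (standard error 0.968, adjusted p = 0.175) and 2.75 (standard error 0.927, adjusted p = 0.0746) in edgeR's quasi-likelihood test, so that neither was called. Limma-voom called both, and so did edgeR when replicate 3 of the Messire controls at the same time point was left out. With replicate number as a block, the difference at 48 hai was called (log2 fold change 2.86, adjusted p = 0.0463). Under the alternatives the adjusted p ranged from 0.00626 to 0.156. With a block for replicate number within each treatment and time point the difference was not called.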

Regarding the expression in the bulks, expression of this gene was only detected in the resistant bulk. There are several evidences about the role of Subtilisin-like serine proteases (also called subtilases) in pathogen interactions. Thus, several subtilisin-like proteases are involved in plant resistance against pathogens, they are secreted to the plant extracellular matrix and may play relevant roles in pathogen recognition and subsequent signaling cascades resulting in the expression of genes acting in defense. In addition, some sub-groups of the subtilase have a relevant role in programmed cell death. They have been also suggested to be associated to immune priming in plants (all these subtilase features are reviewed in Figueiredo et al.^31^).

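Contig9860, whose protein match is a LysM domain GPI-anchored protein of Medicago truncatula, was at 389 ± 49.4 CPM in inoculated P665 and 131 ± 47.4 CPM in inoculated Messire at 24 hai (mean ± SD, n = 3). The log2 fold change was 1.57 (standard error 0.408, adjusted p = 0.0128 from edgeR's quasi-likelihood test), and the call was lost without replicate 2 or 3 of Messire or replicate 1 of P665. At 48 hai the levels were 221 ± 42.8 and 65.3 ± 10.8 CPM, a log2 fold change of 1.76 (standard error 0.411, adjusted p = 0.00656) that kept its call with each library left out. Control plants differed by 0.65 at 24 hai and 0.66 at 48 hai on the log2 scale, with adjusted p of 0.326 and 0.386. Between inoculated and control P665 plants the log2 fold change at 24 hai was 1.02 (adjusted p = 0.0658). It was called without replicate 1 of control P665, by limma-voom, and with replicate number as a block, at 1.10 with an adjusted p of 0.0112, the lowest of a range up to 0.116 under the alternatives. The interaction with genotype had an adjusted p of 0.825 in edgeR's test.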

Another gene that was up-regulated after infection in P665 compared to Messire, being also up-regulated in the resistant bulk compared to the susceptible bulk is “Contig9860”. This expression profile was confirmed by qRT-PCR and, in addition, a higher expression of this gene was highly correlated with resistance. This gene was predicted to encode a “LysM domain GPI-anchored protein”. Plants notice the presence of pathogens through the detection of microbe-associated molecular patterns (MAMPs) activating the so-called MAMP-triggered response. Chitin is a representative MAMP molecule from fungi and induces immune responses in many plant species^32^. Several studies had shown that lysin motif (LysM)-containing proteins are essential for plant recognition of chitin, leading to the activation of plant innate immunity^33,34^. Therefore, we postulate that Contig9860 could detect the chitin of *P. pinodes* thereby activating plant defenses.

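Contig873_2, matched to a calreticulin of Medicago truncatula, was at 69.3 ± 30.8 CPM in inoculated P665 and 24.1 ± 7.62 CPM in inoculated Messire at 24 hai (mean ± SD, n = 3). The log2 fold change of 1.52 (standard error 0.435, adjusted p = 0.0232 from edgeR's quasi-likelihood test) lost its call without replicate 2 or 3 of Messire or replicate 1 of P665. In the other comparisons of the genotypes it was 0.83 in inoculated plants at 48 hai (adjusted p = 0.314), 0.80 in controls at 24 hai (adjusted p = 0.246) and 0.82 in controls at 48 hai (adjusted p = 0.285). The interaction of genotype and inoculation at 24 hai was 0.72 on the log2 scale (adjusted p = 0.956 from edgeR's test).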

Contig873_2, encoding a “Calreticulin” protein was induced after infection in P665 vs. Messire, and was also more expressed in the resistant bulk vs. susceptible bulk. A higher expression of this gene was, in addition, correlated with the level of resistance. Recent studies suggest that Calreticulin (CRT) isoforms are important regulators of plant immunity^35^. While in arabidopsis *atcrt1* and *atcrt2* mutant plants are more resistant to *Pseudomonas syringae* pv *tomato* infection than wild-type plants, *atcrt3* mutants are more sensitive. AtCRT3 is indispensable for the abundance of functional leucine-rich repeat receptor kinase EFR. EFR specifically recognize bacterial elongation factor (EF)-Tu and its surrogate peptide elf18, inciting the initiation of pathogen-associated molecular pattern-triggered immunity (PTI)^35^. The CRT isoform having a higher similarity with Contig873_2 is AtCRT3. Contig873_2 could have, therefore, a role in perceiving *P. pinodes* and trigger plant defenses. A further evidence suggesting a role of CRT in plant-pathogen interaction is that CRT were detected in a search for oligogalacturonide-modulated phosphoproteins. Oligogalacturonides are elicitors of the plant defense reaction to pathogens, being the observation that CRT is phosphorylated during this process interesting. Furthermore, in tobacco CRT mRNA transcript levels were elevated following treatment of plants with a range of signaling molecules involved in the response to pathogen attack^36^.

### Cell wall modifications also contributes to resistance to *P. pinodes*

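Contig3355 had 1 read in the 3 libraries of inoculated P665 at each time point and 0 reads in those of inoculated Messire. The control libraries held 3 reads in P665 and 1 in Messire at 24 hai, and 8 and 5 at 48 hai. It was called by the detected-only rule alone, and its difference was not detectable at this depth in any of the 4 comparisons of the genotypes, with adjusted p from 0.616 to 0.831 in edgeR's quasi-likelihood test.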

A gene (Contig3355) that was only detected in P665 inoculated plants, and also only in the resistant bulk libraries in our MACE-Seq experiment, encoded a “Pmr5/Cas1p GDSL/SGNH-like acyl-esterase family protein”. This expression profile was also confirmed by qRT-PCR, where this gene was up-regulated in P665 inoculated plants at 24 hai compared to Messire and in the resistant bulk compared to the susceptible bulk. PMR5 is part of the DUF231 family that contains cell wall-modifying enzymes. Chiniquy et al.^37^ provided evidences suggesting that PMR5 is a functional acetyltransferase that mediates pectin acetylation on GalA residues, and this leads to altered pathogen resistance. These authors found that *pmr5* mutant were more susceptible to the necrotrophic pathogen *Botrytis cinerea*, suggesting that PMR5 could have a role in resistance to necrotrophic pathogens. *pmr5* mutants showed a decrease in cellulose content, facilitating cell wall hydrolysis by the fungus. By contrast, PMR5 reinforced cell walls and reduced their hydrolysis by *P. pinodes*. In addition, in *Arabidopsis* PMR5 contributed to PEN2-mediated preinvasion resistance to the hemibiotrophic fungus *Magnaporthe oryzae*^38^. Therefore, Contig3355 could contribute to reinforce P665 cell wall making it more difficult to be degraded by *P. pinodes*.

Another gene with a putative involvement in cell wall formation is Contig9511. This gene was more expressed in P665 inoculated plants at both 24 and 48 hai, compared to Messire and also in the resistant bulk compared to the susceptible one. 

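At 24 hai Contig9511 was at 24.6 ± 6.41 CPM in inoculated P665 and 4.83 ± 0.557 CPM in inoculated Messire (mean ± SD, n = 3), a log2 fold change of 2.34 (standard error 0.305, adjusted p = 9.41e-06 from edgeR's quasi-likelihood test). The call held with each library left out. At 48 hai the levels were 63.2 ± 6.08 and 28.3 ± 10.4 CPM, a log2 fold change of 1.16 (standard error 0.277, adjusted p = 0.00802), which fell below 2-fold without replicate 3 of Messire. Control plants differed by 0.24 at 24 hai (adjusted p = 0.652) and 0.84 at 48 hai (adjusted p = 0.0601) on the log2 scale. Compared with its controls, Messire had lower expression after inoculation at 24 hai, by −1.86 on the log2 scale (adjusted p = 0.000101), while P665 changed by 0.24 (adjusted p = 0.544). The interaction at 24 hai was 2.10 (standard error 0.413, adjusted p = 0.0431 from edgeR's test), and it was not called with DESeq2 size factors or with only the libraries compared in the fit.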

The expression profile of this gene was also confirmed by qRT-PCR and a higher expression of this gene was associated with a higher resistance in the RIL population. This gene was predicted to encode a “White-brown-complex ABC transporter family protein”. This kind of proteins have been reported to be involved in cutin and maybe wax transport to the extracellular matrix and may also play a vital role in stress responses. Cuticle functions includes protection from environmental stresses and pathogens. The major component of the cuticle is cutin and embedded in the cutin matrix are cuticular waxes^39^. Contig9511 could have a role in repairing the cell wall damage caused by *P. pinodes* infection.

### Expression of genes involved in protein synthesis and maturation were highly correlated with the level of resistance to *P. pinodes*

From among the genes which expression was more correlated to the level of resistance to *P. pinodes* there were many involved in protein synthesis and maturation. In agreement with that, the Go-slim term “ribosome biogenesis” was more abundant in the set of genes induced after infection. Genes showing an expression highly correlated with resistance included a number of ribosomal proteins, histones, chaperones, and proteins involved in protein maturation. Particularly, we confirmed the expression profile of one these genes, Contig9553, by qRT-PCR. This gene encodes a “disulfite isomerase” and was induced after infection in P665 vs. Messire, 24 hai and also more expressed in the resistant bulk vs. the susceptible bulk. 

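Contig9553, matched to a protein disulfide isomerase-like protein of Medicago truncatula, was at 32.3 ± 6.88 CPM in inoculated P665 and 10.5 ± 2.18 CPM in inoculated Messire at 24 hai (mean ± SD, n = 3). The log2 fold change was 1.61 (standard error 0.216, adjusted p = 1.39e-05 from edgeR's quasi-likelihood test) and stayed between 1.46 and 1.75 with each library left out. In controls at 24 hai the difference was 0.93 on the log2 scale (standard error 0.214, adjusted p = 0.00476), below 2-fold. At 48 hai it was 0.38 in inoculated plants (adjusted p = 0.369) and 0.09 in controls (adjusted p = 0.873). The interaction at 24 hai was 0.69 (adjusted p = 0.597 from edgeR's test), and inoculated P665 differed from its controls by 0.36 on the log2 scale (adjusted p = 0.204).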

Its expression was also highly correlated with the level of resistance. Protein disulfide isomerase, is an enzyme that catalyzes the formation and breakage of disulfide bonds between cysteine residues within proteins as they fold. This allows proteins to quickly find the correct arrangement of disulfide bonds in their fully folded state, and, therefore, the enzyme acts to catalyze protein folding^40^. A proteomic study performed by us also found that ribosomal proteins expression significantly increased in response to *P. pinodes*^41^. These evidences reveal the active reprograming of P665 metabolism to fight against *P. pinodes*.

## Conclusions

In our study whole transcriptome profiling by MACE-Seq revealed a complex pattern of significantly up-and down-regulated genes in resistant vs. susceptible plants. From among them, constitutively or infection-related genes up-regulated only in the resistant plants, are of particular interest and offer itself for a more detailed analysis. However, usually, and also in our case, thousands of genes may fulfill this criterion, if only the narrow genetic context of two contrasting plants is analysed. Thus, filtering is needed to tame the data flood and end up in a handsome number of marker genes suitable for functional studies and MAS in breeding. The BSTA approach we present here may provide such a filter, as it enabled us to identify those marker genes that were consistently related to resistance over generations in a controlled broader genetic context provided by the RILs. Thus, our study provides a novel, generally applicable approach for the economically and efficient application of NGS for the identification of expression markers for MAS in breeding.

## Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Figure S5.

Supplementary Figure S6.

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Table S1.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO repository (accession number GSE206312).

# Supplementary material for: Bulked segregant transcriptome analysis in pea identifies key expression markers for resistance to Peyronellaea pinodes
**Source:** Sci Rep. 2022 Oct 28;12:18159. doi: 10.1038/s41598-022-22621-2
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

## Slide 1
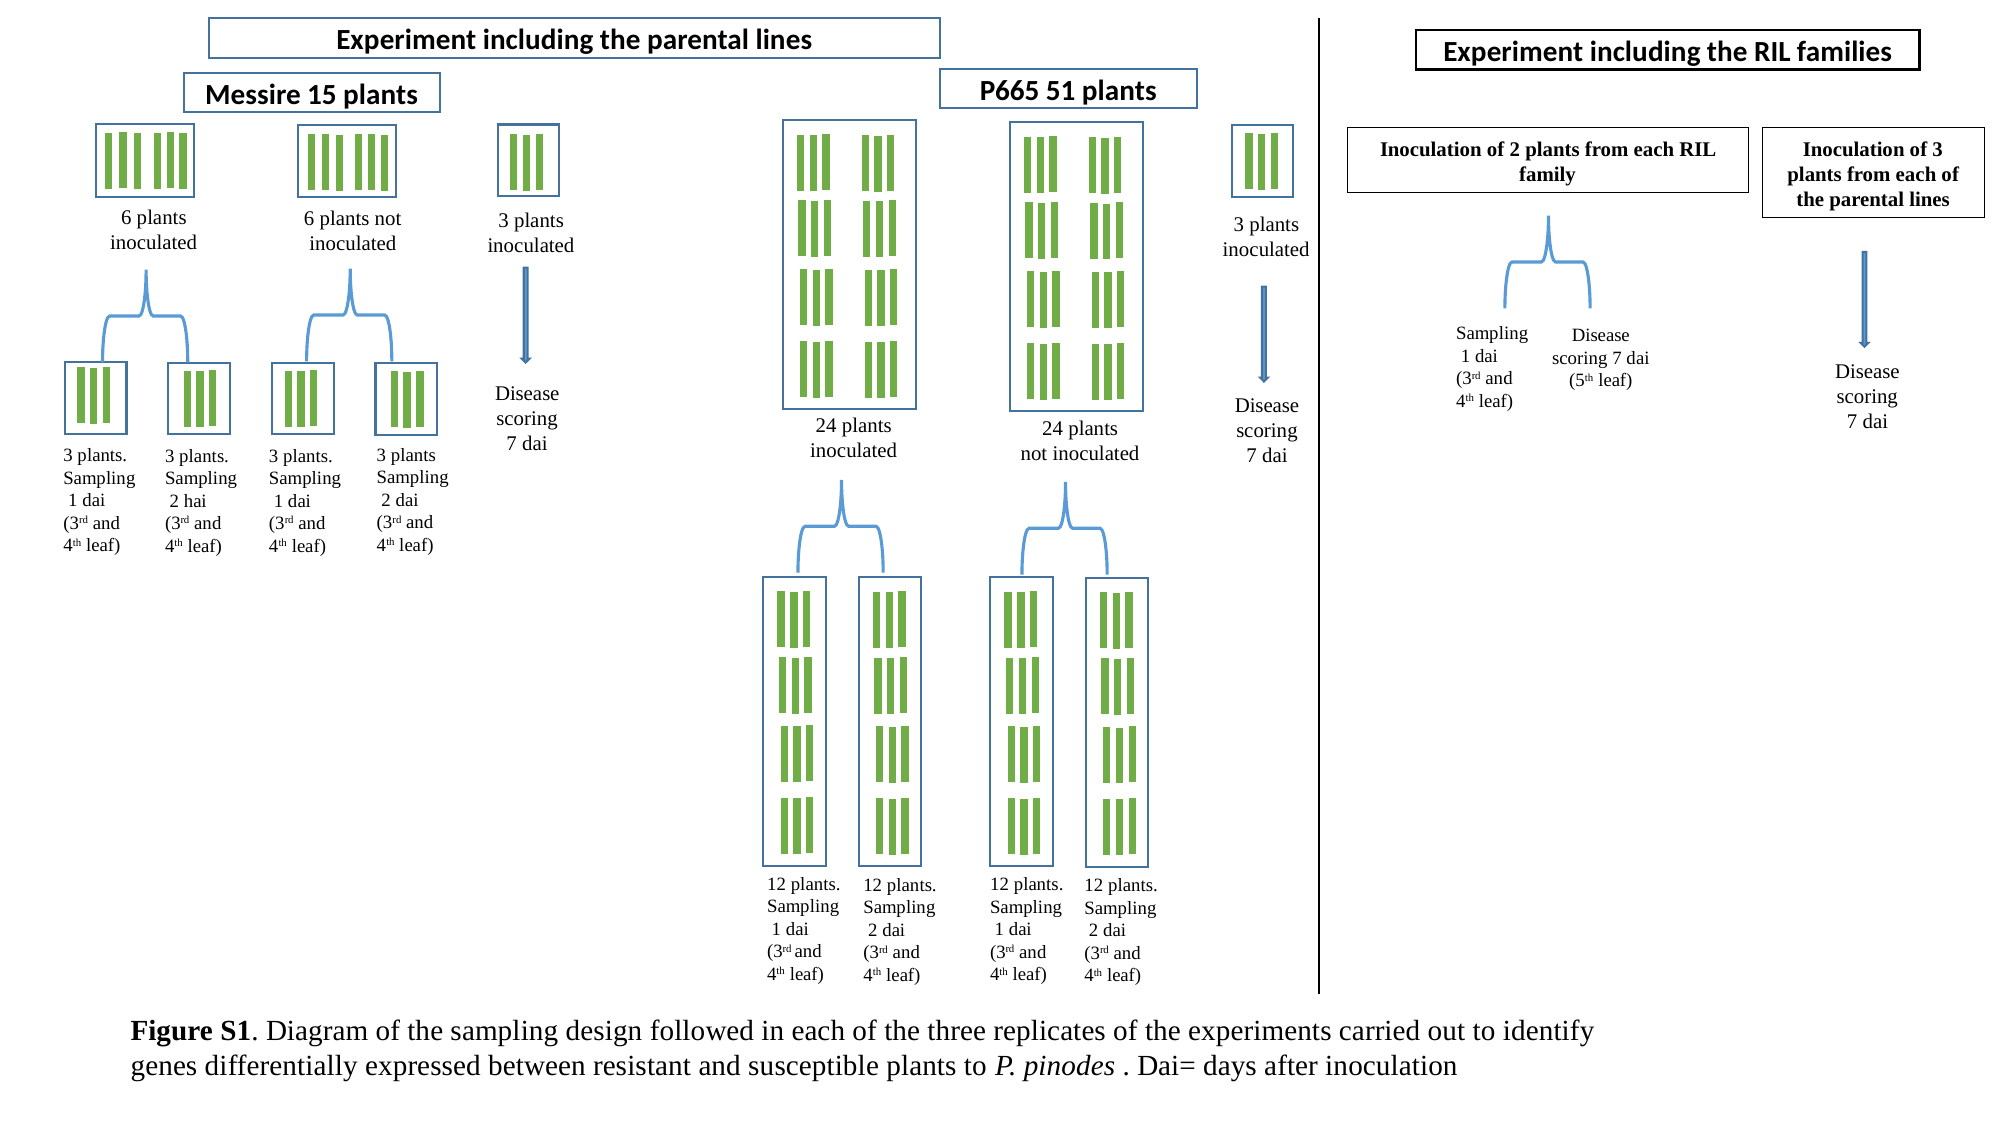

Experiment including the parental lines
Experiment including the RIL families
P665 51 plants
Messire 15 plants
Inoculation of 2 plants from each RIL family
Inoculation of 3 plants from each of the parental lines
6 plants
inoculated
6 plants not inoculated
3 plants
inoculated
3 plants
inoculated
Sampling
 1 dai
(3rd and
4th leaf)
Disease scoring 7 dai (5th leaf)
Disease scoring 7 dai
Disease scoring 7 dai
Disease scoring 7 dai
24 plants
inoculated
24 plants
not inoculated
3 plants Sampling
 2 dai
(3rd and
4th leaf)
3 plants. Sampling
 1 dai
(3rd and
4th leaf)
3 plants. Sampling
 1 dai
(3rd and
4th leaf)
3 plants. Sampling
 2 hai
(3rd and
4th leaf)
12 plants. Sampling
 1 dai
(3rd and
4th leaf)
12 plants. Sampling
 1 dai
(3rd and
4th leaf)
12 plants. Sampling
 2 dai
(3rd and
4th leaf)
12 plants. Sampling
 2 dai
(3rd and
4th leaf)
Figure S1. Diagram of the sampling design followed in each of the three replicates of the experiments carried out to identify genes differentially expressed between resistant and susceptible plants to P. pinodes . Dai= days after inoculation

# Supplementary material for: Bulked segregant transcriptome analysis in pea identifies key expression markers for resistance to Peyronellaea pinodes
**Source:** Sci Rep. 2022 Oct 28;12:18159. doi: 10.1038/s41598-022-22621-2
**Supplement:** Supplementary file 2 — Supplementary Figure S2.

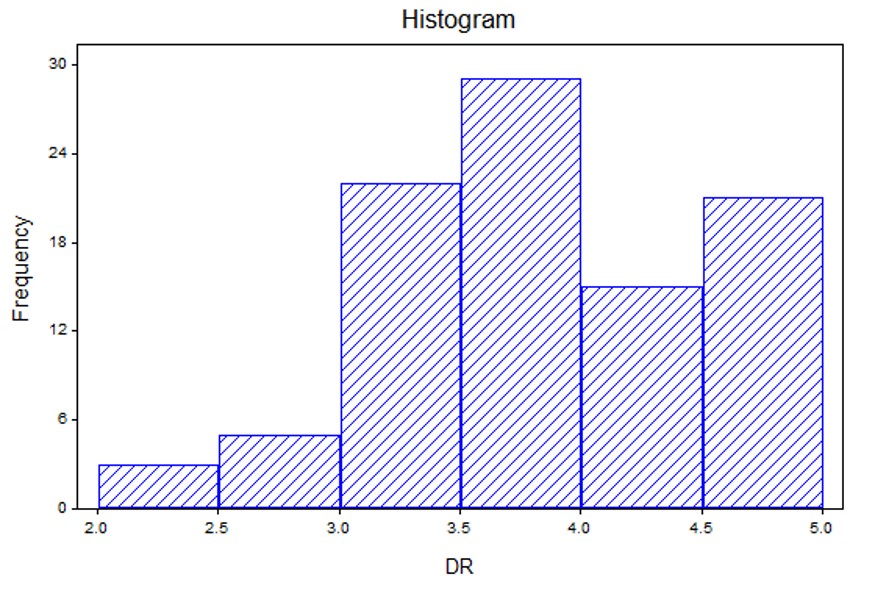

**Figure S2.** Histogram of disease rating (DR) (Roger and Tivoli, 1996) obtained one week after inoculation with *P. pinodes* in the RIL population P665 x Messire

# Supplementary material for: Bulked segregant transcriptome analysis in pea identifies key expression markers for resistance to Peyronellaea pinodes
**Source:** Sci Rep. 2022 Oct 28;12:18159. doi: 10.1038/s41598-022-22621-2
**Supplement:** Supplementary file 3 — Supplementary Figure S3.

A)

B)

**Figure S3.** Percentage of transcripts belonging to each GO Slim term for the GO categories (a) Biological process and (b) Molecular function, in the set of genes induced after infection in P665 *vs* Messire. Only the 25 more represented Go terms are shown. The general Go Slims categories “biological process” and “molecular function” were excluded.

# Supplementary material for: Bulked segregant transcriptome analysis in pea identifies key expression markers for resistance to Peyronellaea pinodes
**Source:** Sci Rep. 2022 Oct 28;12:18159. doi: 10.1038/s41598-022-22621-2
**Supplement:** Supplementary file 4 — Supplementary Figure S4.

A)

B)

**Figure S4.** Percentage of transcripts belonging to each GO Slim term for the GO categories (a) Biological process and (b) Molecular function, in the set of genes constitutively up-regulated in P665 *vs* Messire. Only the 25 more represented Go terms are shown. The general Go Slims categories “biological process” and “molecular function” were excluded.

# Supplementary material for: Bulked segregant transcriptome analysis in pea identifies key expression markers for resistance to Peyronellaea pinodes
**Source:** Sci Rep. 2022 Oct 28;12:18159. doi: 10.1038/s41598-022-22621-2
**Supplement:** Supplementary file 5 — Supplementary Figure S5.

A)

B)

**Figure S5.** Percentage of transcripts belonging to each GO Slim term for the GO categories (a) Biological process and (b) Molecular function, in the set of genes repressed after infection in P665 *vs* Messire. Only the 25 more represented Go terms are shown. The general Go Slims categories “biological process” and “molecular function” were excluded.

# Supplementary material for: Bulked segregant transcriptome analysis in pea identifies key expression markers for resistance to Peyronellaea pinodes
**Source:** Sci Rep. 2022 Oct 28;12:18159. doi: 10.1038/s41598-022-22621-2
**Supplement:** Supplementary file 6 — Supplementary Figure S6.

A)

B)

**Figure S6.** Percentage of transcripts belonging to each GO Slim term for the GO categories (a) Biological process and (b) Molecular function, in the set of genes constitutively down-regulated in P665 *vs* Messire. Only the 25 more represented Go terms are shown. The general Go Slims categories “biological process” and “molecular function” were excluded.

# Supplementary material for: Bulked segregant transcriptome analysis in pea identifies key expression markers for resistance to Peyronellaea pinodes
**Source:** Sci Rep. 2022 Oct 28;12:18159. doi: 10.1038/s41598-022-22621-2
**Supplement:** Supplementary file 10 — Supplementary Table S1.

| **Transcript** | **Annotation** | **Forward primer (5´-3´)** | **Reverse primer (5´-3´)** |
| --- | --- | --- | --- |
| Contig335 | Pmr5/Cas1p GDSL/SGNH-like acyl-esterase family protein | aaagaatacaatgcaaccattgag | ggatcatccgagtttgattctact |
| Contig4480 | Cellulose synthase-like protein | gagctgggatttgcagtctt | ttttccatgcacataatcatagc |
| Contig9689 | Transducin/WD40 repeat protein | aagacggatggacactgctc | tgaagatcccacaatgttacaatc |
| PsCam009087 | NBS-LRR disease resistance protein | actcgtcttaagcgcctttg | tgatggaagtcacgtggaag |
| PsCam027765 | Lipoxygenase | tttgtgtctccttcgtgcat | cggctttcacattacgagatt |
| Contig6911 | Cytochrome P450 family Ent-kaurenoic acid oxidase | ggataccgaattgggaggata | ttgctatccatgttgcatcc |
| Contig9860 | LysM domain GPI-anchored protein | aacacttcaagccggtcaag | tggaacaagcaatggaaaatc |
| Contig9553 | Protein disulfide isomerase-like protein | agttacaaaaatgacggaaatgaa | caaagacaaaaacctggtgct |
| Contig873_2 | Calreticulin | gatgaactttgaaatgggcaat | ctgcaacatcaattatgcagtg |
| PsCam006440 | NB-ARC domain disease resistance protein | tttggatcctcaaaggcaat | cgacccgacacctacgaa |

**Supplementary Table 1.** Primer sequences for the amplification by qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

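Leaves of the pea accession P665 and the cultivar Messire, inoculated with *P. pinodes* at 500000 spores per ml or treated with water, were sampled at 24 and 48 hai and sequenced by MACE-Seq. There were 24 libraries in 8 groups of 3, 1 group for each genotype, treatment and time point. The paper pooled 12 plants of P665 and 3 plants of Messire per sample, so that genotype and number of plants per library go together. The libraries of the RIL families and bulks, the qRT-PCR and the enrichment of GO terms were not analysed here.

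The authors removed duplicate reads by molecular tags, filtered the reads, mapped them to a custom plant reference and counted them, and the deposited table gives the resulting read counts per transcript and library without normalization. The reference joins a published transcriptome of *P. sativum* ssp. *sativum* with contigs assembled de novo from unmatched reads. The table also holds 8 normalized columns, which were checked to be the pooled reads of the 3 libraries of a group scaled to the pooled total, with a largest deviation of 0.0005. Because 799 of those values carry several commas, they were not used. The authors' own fold changes and p-values were not used either. All values in the text come from the raw counts. In total 131285851 reads were counted on 27805 transcripts, between 4287770 and 8666341 per library, which the paper's filtering and mapping had already reduced from its filtered reads.

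The transcripts with at least 10 reads summed over the 24 libraries (21773) were tested with edgeR 4.0.16 in R 4.3.3. Counts were scaled by TMM and a quasi-likelihood model (glmQLFit and glmQLFTest) with 8 group means was fitted to all libraries. The common biological coefficient of variation was 0.371, the prior degrees of freedom were 4.83 and the residual degrees of freedom 16. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a call required an adjusted p of at most 0.05 and a change of at least 2-fold. The comparisons were P665 against Messire in inoculated and in control plants at each time point, inoculated against control plants of each genotype at each time point, and the average of both time points in inoculated plants. The interaction of genotype and inoculation was called at an adjusted p of at most 0.05 without a fold threshold. The test differs from the paper's, which names DESeq2. DESeq2 1.42.0 was run as an alternative.

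As in the paper's methods, transcripts with reads in only 1 genotype were also counted as differentially expressed (detected-only rule), at each time point separately. A transcript called in inoculated plants was constitutive when it was called in the same direction in control plants at 1 or both time points, and otherwise induced or repressed. The paper's methods ask for a difference in at least 1 time point in each comparison of treatments, and other readings of this rule for the controls were tried. Transcripts called in opposite directions at 24 and 48 hai were counted apart.

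The transcripts examined by name were all those in the paper's text, Fig. 4 or Table S1, whose values in the figures had been seen. Contig6911 is among them and enters the text only in counts over the list. To the list were added the 2 largest rises and the 2 largest falls of a comparison. These were taken among calls with at least 10 reads in each library of the higher group and no overlap between the groups. The 10 transcripts with the most negative coefficients in the copy of Supplementary Data 3 that was read were examined as a group. Protein names come from Supplementary Data 2 and 3, where they are matches in other species. The reference table of gene names matched 0 of the identifiers. Levels are CPM with TMM scaling, as mean and SD of 3 libraries. A ratio with its 95% counting interval was given for PsCam009087 at 24 hai after inoculation, and for PsCam056696 and PsCam026992 in controls. Other differences on few reads were given as read counts without a ratio. No fold was given when both groups had at most 3 reads.

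The procedure was tested on simulated data, with counts drawn for the real transcripts and all 24 libraries, and examined in the comparisons of inoculated P665 and Messire. At 24 hai, 79 of 200 transcripts changed 4-fold were called (39.5%), with 1 wrong call. Of those with a mean of at least 10 reads over the 24 libraries, controls included, 57.2% were called. With no change simulated at 48 hai, 0 of 21401 transcripts were called. Within groups, pairs of libraries differed by at least 20.6 times the variance of counting alone, so that the spread between replicates and not only the depth set the precision.

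The paper describes 3 independent replicates of the experiment, each with both genotypes and both treatments, and the library labels carry the replicate numbers. Deviations of same-numbered libraries from their group means correlated across transcripts in 12 of 12 pairs of P665 and Messire (Pearson coefficients from 0.225 to 0.623, mean 0.44). In 12 of 12 pairs of inoculated and control plants the coefficient was also above 0.1, from 0.105 to 0.463. The numbers were therefore taken to pair the libraries in the comparisons of the genotypes and of the treatments. Counts of calls and of transcripts detected only in 1 genotype were compared with those of other divisions of the same libraries that part all pairs.

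The alternatives set before the data were examined were DESeq2 size factors in edgeR, DESeq2, limma-voom (limma 3.58.1), no filter on reads, the filter of edgeR's filterByExpr, a fit of only the libraries compared, replicate number as a block, each library left out in turn, the detected-only rule left out or restricted to at least 10 reads, an adjusted p of at most 0.01 with 4-fold, no fold threshold, and 3 other definitions of the categories. Those chosen after seeing the data were a block for each replicate number within each treatment and time point, the counting of opposite calls in both directions, the 2 other call thresholds for the counts of each comparison, and the restriction to transcripts with reads in at least 6 of the 12 inoculated libraries.

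The comparison of transcripts that share a protein match and the tests of annotation sets were not run, because the tables at hand pair only 2709 transcripts with a description and were chosen by the paper for their expression. The copy of Supplementary Data 3 that was read held coefficients of 1998 transcripts, fewer than the paper lists, so no overlap with it was computed.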

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

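Of the tests in this part, the share of reads in the most abundant transcripts, the number of plant reads, the comparison of kinds of sequence at the same control level, the reads of the transcripts called for the interaction in each group, and the other divisions of the libraries for the interaction were chosen only after the results were seen. The remaining tests, thinning to equal depth among them, were set down beforehand.

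The loss of transcripts after inoculation is a signal that the paper does not report on. With at least 10 reads in the control libraries, 3149 transcripts had 0 reads in the 12 inoculated libraries of both genotypes. Of these 2945 were PsCam, 204 Contig and 0 TRINITY sequences, and 1057 had reads in all 12 control libraries. The most abundant of them had 1347 control reads. Zero reads in the pooled inoculated libraries leave an upper limit of 0.0427 CPM.

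A lower depth is excluded as the whole cause. When every library was thinned to 4287770 reads, the inoculated libraries detected at most 15217 transcripts and the control libraries at least 19614, and 3353 transcripts were absent by the same criterion. Zeros from counting error alone at an unchanged level are excluded for transcripts with at least 100 control reads. Poisson counts would give 3.27e-49 such transcripts, and 971 were found. That expected number covers counting error only and not the spread between libraries. The 10 most abundant transcripts held a median of 10.34% of the reads in inoculated libraries and 12.92% in controls, so a few transcripts did not crowd out the others. Fungal reads diluting those of the plant would leave fewer reads counted on the plant reference, but the inoculated libraries held 70227594 such reads and the controls 61058257, or 1.15 times as many. The share of filtered reads that was counted was lower in the inoculated groups, from 77.8% to 82.0%, than in the control groups, from 83.7% to 85.0%.

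What stays open is a fall in expression after inoculation, which the design names and which was not tested against the alternatives, and a difference in counting. Reads of inoculated plants may have been counted on fewer reference sequences than those of controls. Among sequences with at least 100 and fewer than 300 control reads, 25.12% of PsCam and 21.47% of Contig sequences were at 0 in the inoculated libraries, which does not separate them. A further 34.83% and 36.81% were above 0 but below an eighth of their control level, which sequences missing from the reference would not show. Of the 926 such PsCam sequences 135 had at least 10 reads after inoculation, so a difference in counting of this kind is not the cause of their fall. In 607 only 1 to 3 reads were left, few enough to be stray, and for the sequences at 0 these values exclude nothing. Only 163 of the sequences with at least 100 and fewer than 300 control reads were Contig, against 2659 PsCam. With at least 300 and fewer than 1000 control reads there were 2052 Contig and 2129 PsCam sequences, and the kinds did differ. At 0 were 11.37% of PsCam and 0.877% of Contig sequences, and 21.32% and 1.559% were above 0 but below an eighth. The kinds of sequence differ in how they entered the reference and could also differ in biology, and all 12 inoculated libraries share the loss, so for the sequences at 0 the 2 explanations cannot be told apart here.

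The paper does not report inoculated against control plants within a genotype, and by the adjusted p and fold thresholds each of these comparisons gave more calls than each of the 4 comparisons of the genotypes. In P665, 5313 transcripts were called at 24 hai (985 higher and 4328 lower after inoculation) and 4255 at 48 hai (134 higher and 4121 lower). In Messire there were 7427 (1698 higher and 5729 lower) and 5737 (713 higher and 5024 lower). The median log2 change of all tested transcripts was -0.40, -0.12, -0.59 and -0.32 in the same order, and DESeq2's size factors moved it to -0.49, -0.19, -0.61 and -0.39. The calls were made without removing these shifts, which favour lower calls. PsCam sequences made up 3585, 3862, 4244 and 4610 of the lower calls. Of these, 1472, 1642, 1662 and 1998 had 0 reads in all inoculated libraries of both genotypes and time points. Lower calls with 0 reads in the inoculated libraries compared, but reads in other inoculated libraries, were not counted. Among Contig sequences there were 523 higher and 670 lower calls in P665 at 24 hai, 68 and 258 at 48 hai, and 988 and 1313, then 361 and 397, in Messire. With 3 libraries against 3, divisions of the libraries are too few to exclude chance by their number alone. Of the 4 that part all pairs, only the real one, 1 of 4, gave as many calls in each of the 4 comparisons. The other 3 gave 0 calls in edgeR's test, the only tool run on divisions, against 4255 to 7427, and 255 to 2851 transcripts at an unadjusted p under 0.05 against 5841 to 10641. The remaining 6 divisions, which leave pairs together, gave at most 248 calls. The difference in counting considered above may add to the lower calls, since 25.12% of the PsCam sequences with at least 100 and fewer than 300 control reads had no read after inoculation. Inoculation itself remains open as a cause and was not tested apart from it.

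Whether the response to inoculation differed between the genotypes was tested by the interaction in edgeR's quasi-likelihood fit. It was called for 32 transcripts at 24 hai (11 positive and 21 negative in P665 relative to Messire) and 12 at 48 hai (5 and 7), while 1615 and 768 of the 21773 transcripts had an unadjusted p under 0.05, the latter less than 5% of them. With only the 12 libraries of a time point in the fit, edgeR called 2 and 0, with 1193 and 1092 at an unadjusted p under 0.05. All 32 and all 12 had at least 10 reads in each library of at least 1 of the 4 groups, which a call all but requires, so this leaves open a part of few reads in the others. A group with at most 3 reads was among the 4 for 5 of the 32 and 9 of the 12. The divisions that part all pairs of replicate numbers do not decide on chance. As many calls came from 8 of 32 at 24 hai and 6 of 32 at 48 hai, the real one included. Of the other divisions with as many, 7 of 7 at 24 hai and 4 of 5 at 48 hai changed the genotype label of at least 4 more libraries in 1 treatment than in the other. The remaining 1 at 48 hai, with 14 calls, changed 4 in controls and 6 in inoculated plants. A division that changes unequal numbers carries the difference between the genotypes into the interaction by construction. Of the 32 divisions, 10 change as many labels in both treatments, the real one included, which are too few to exclude chance. No other of these 10 gave a call in edgeR's test. They had 212 to 834 transcripts at an unadjusted p under 0.05 at 24 hai and 148 to 358 at 48 hai. In 100 of all 200 divisions, drawn whether or not they part the pairs, 39 change as many labels in both treatments, the real one included. Of these, 1 that leaves pairs together gave 49 calls at 24 hai, more than the real 32. At 48 hai the others gave at most 1. The counts also moved with the tool and with single libraries, and both rose with a block for replicate number within each treatment and time point. DESeq2 called 194 and 28 transcripts, limma-voom 609 and 521, and without replicate 2 of inoculated P665 at 24 hai, or replicate 1 of inoculated Messire at 48 hai, 6 and 3 were left. The effect of the other libraries is given in the next part. A different response of the resistant and the susceptible genotype stays open and was not tested further, as does the number of plants per library, 12 of P665 and 3 of Messire.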

How the results depend on the processing

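The tests chosen only after the results were seen were the block for each replicate number within each treatment and time point, the counting of opposite calls in both directions, the 2 other call thresholds for the counts of each comparison, and the restriction to transcripts with reads in at least 6 inoculated libraries. The other alternatives are those listed above as set beforehand, and some of them turned the balance of higher and lower calls, as given below. The tests of annotation sets and of transcripts sharing a protein match were not run.

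The counts of calls between P665 and Messire, in inoculated and control plants at 24 and 48 hai and averaged over both time points, stayed within 1.5 times their values under the other scaling, tools, filters and blocks run and with no fold threshold. An adjusted p of at most 0.01 with 4-fold, which demands more by construction, gave 1027 and 936 calls in inoculated plants, 1326 and 1039 in controls and 1214 for the average. Leaving out 1 library at a time gave 1717 to 2332 calls in inoculated plants at 24 hai and 1378 to 1544 at 48 hai, 2224 to 2661 and 1489 to 1780 in controls, and 2338 to 2809 for the average. The balance of higher and lower calls in P665 was less stable. In inoculated plants at 24 hai it was 1210 higher and 1040 lower, 1116 and 1125 with DESeq2's size factors, and 825 and 870 with only the libraries compared. The balance at 48 hai was 911 and 935, and 987 and 979 with limma-voom. In controls at 24 hai it was 1320 and 1483, and 1359 and 1354 with DESeq2. For the average it was 1318 and 1324, 1370 and 1345 with limma-voom, and 2049 and 1820 with no fold threshold. Where an arm kept 2 libraries, their spread was pooled with that of the other groups.

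Between inoculated and control plants, leaving out 1 library gave 3955 to 5800 calls in P665 at 24 hai, 3366 to 3894 at 48 hai, and 5528 to 7441 and 4393 to 5867 in Messire. With only the 6 libraries compared in the fit, the count in P665 at 24 hai was 3417 instead of 5313. With the filter of filterByExpr the count in Messire at 48 hai was 3799 instead of 5737, fewer transcripts being tested. The cause was not tested for the former. An adjusted p of at most 0.01 with 4-fold gave 3039 calls in P665 at 24 hai, and 3840 and 3763 in Messire at 24 and 48 hai.

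The interaction of genotype and inoculation depended on the tool. At 24 hai edgeR called 32 transcripts, DESeq2 194 and limma-voom 609. With only the 12 libraries of that time point edgeR called 2. At 48 hai the counts were 12, 28 and 521, and edgeR with the 12 libraries alone called 0, against 1092 transcripts at an unadjusted p under 0.05. The balance turned with limma-voom, from 11 positive and 21 negative to 386 and 223 at 24 hai, and from 5 and 7 to 375 and 146 at 48 hai. The cause was not tested. At 24 hai the count was 6 without replicate 2 of inoculated P665 and 83 without replicate 3 of control P665. It was 52 without replicate 1 of inoculated P665, 7 and 8 without replicates 2 and 3 of inoculated Messire, 12, 11 and 9 without replicates 1, 2 and 3 of control Messire, and 9 and 11 without replicates 1 and 2 of control P665. The count at 48 hai ranged from 3 without replicate 1 of inoculated Messire to 15 without its replicate 2. It was 5 without any 1 replicate of inoculated P665, 7 without replicate 3 of inoculated Messire, 7 without replicate 2 of control Messire and 6 without replicate 3 of control P665.

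Since the replicate numbers pair the libraries, replicate number was also fitted as a block. It gave 47 and 16 interactions at 24 and 48 hai, and 6685 transcripts differing between inoculated P665 and Messire. It moved no count of calls by over 1.5 times. Among the calls of named transcripts given beside the paper's sentences it changed those of PsCam026992 in controls at 48 hai and Contig9860 between inoculated and control P665 plants at 24 hai, and no other. The block within treatment and time point called 114 and 25 interactions, and it left PsCam026992 in controls at 48 hai uncalled. The cause was not tested.

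The number of transcripts differing between inoculated P665 and Messire depended on those with few reads. It was 2920 without the detected-only rule, 2968 with that rule limited to at least 10 reads, 4218 with filterByExpr and 3106 among transcripts with reads in at least 6 inoculated libraries, against 6340. Each of these leaves out transcripts with few reads by its construction. In the same order, the induced category held 647, 663, 1158 and 721 transcripts instead of 1917, and the repressed category 622, 638, 1113 and 686 instead of 1849. Without the rule the balance of the repressed category turned, from 109 higher and 914 lower after inoculation in P665 to 111 and 90, and from 356 and 801 to 362 and 54 in Messire. Where the interaction had to be called as well, 11 induced and 18 repressed transcripts were left. The constitutive categories held 542 up-regulated and 606 down-regulated transcripts when controls had to differ at both time points, and 670 and 759 at an adjusted p of at most 0.01 with 4-fold, instead of 1125 and 1159, since both demand more by construction. Without the detected-only rule, 66 constitutively up-regulated, 53 induced, 44 constitutively down-regulated and 65 repressed transcripts of Supplementary Data 2 fell in their stated category, instead of 106, 258, 71 and 132. Leaving out 1 library gave 6016 to 6524 transcripts in all, 1051 to 1160 constitutively up-regulated, 1634 to 2275 induced, 1055 to 1207 constitutively down-regulated and 1542 to 1994 repressed.

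For the named transcripts, in inoculated plants and in the comparison that named them, 647 values under an alternative kept their side of the thresholds, 10 fell below them and 2 rose past them, both for PsCam014482 with limma-voom. Of the values with 1 library left out, only the lowest and the highest entered this tally. Of these, 3 values changed sign, for PsCam032520, PsCam045300 and PsCam006440 at 48 hai, none of them past the thresholds. The share of calls higher in P665 among de novo contigs stayed above 60% in all 4 comparisons when the detected-only rule, the 1 alternative run for it, was left out.

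Depth limits what can be said of transcripts with few reads. In 1418 of the 2396 transcripts detected only in 1 genotype at 24 hai after inoculation the evidence was 1 read, which the smallest of the 6 libraries, with 4671345 reads, would miss more often than the largest of them, with 8065509.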

Differences from the paper's values

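With the settings behind the values beside the paper's sentences, no count differed from the paper's by more than 1.5 times. Under several alternatives it did, as with 2920 transcripts in all and 647 induced ones without the detected-only rule, or 542 constitutively up-regulated ones when controls had to differ at both time points. The numbers of transcripts with reads and with at least 10 reads equalled the paper's. For the transcripts differing between inoculated P665 and Messire the count was 6340, and the paper gives 6780. The alternatives set before the data were examined that came closest were an adjusted p of at most 0.05 with no fold threshold, with 6789, replicate number as a block, with 6685, and DESeq2, with 6638. For the constitutively up-regulated category the count was 1125 and the paper's is 1498, and leaving out the filter on reads, which the paper applied, gave 1503. For the other categories, 1917 induced, 1159 constitutively down-regulated and 1849 repressed transcripts stand against the paper's 2038, 1551 and 2022. Control plants compared at the same time point gave 2022 induced transcripts and no fold threshold gave 2046, no filter on reads gave 1605 constitutively down-regulated transcripts, and DESeq2 gave 2007 repressed ones. No single setting came closest for all counts. Without the filter on reads there were 8596 transcripts in all, 2466 induced and 2589 repressed ones, further from the paper's values. The paper's 4 categories add up to more than its total, while those here leave out 290 transcripts of opposite direction.

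The paper defines the induced category by P665 against Messire and reasons that its genes can be considered induced by the infection in P665. Inoculated against control P665 plants do not enter that definition. Of the 1917 transcripts in this category, 50 were higher and 793 lower in inoculated than in control P665 plants. By the thresholds alone, 52 of 647 were higher and 66 lower. Whether reads of inoculated and control plants were counted alike stays open, and counts simulated without a difference between the genotypes put 573 lower and 5.6 higher transcripts in this category.

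Of the 72 classes that Fig. 4 shows, 71 matched. The exception was Contig9511 in inoculated plants at 48 hai, shown as not differing in Fig. 4, while the paper's text describes it as higher at both time points. Here it was called, at 1.16 on the log2 scale (adjusted p = 0.00802), which is the direction of the text.

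PsCam026992 is described as higher in control plants of P665 too. In controls its log2 fold changes were 2.10 (adjusted p = 0.175) and 2.75 (adjusted p = 0.0746) at 24 and 48 hai, in the stated direction but not called, as in Fig. 4. Limma-voom called both, as did edgeR when replicate 3 of the Messire controls at the same time point was left out. With replicate number as a block edgeR called that at 48 hai, but not with the block within treatment and time point.

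PsCam056696, Contig3355 and PsCam006440 are described as detected only in inoculated P665 plants. Controls had reads of all 3. For PsCam056696 these were 1 read in P665 and 32 in Messire at 24 hai, and 3 and 26 at 48 hai. For Contig3355 they were 3 and 1, and 8 and 5. For PsCam006440 they were 6 and 3, and 2 and 9, and inoculated Messire had 3 reads at 48 hai. Among inoculated plants, PsCam056696 and Contig3355 were detected only in P665 at both time points, and PsCam006440 only in P665 at 24 hai.

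Contig4480, Contig9689 and PsCam006440 are described as very weakly expressed. In inoculated P665 at 24 hai Contig4480 and Contig9689 stood above 62.4% and 64.6% of the tested transcripts, and in inoculated Messire above 51.8% and 51.9%. PsCam006440, above 31.4% in P665 and with no read in Messire, did have few reads. Transcripts without a read in the group raise these shares, and PsCam036692, with 1 read in P665, stood above 24.5%.

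Some transcripts of Supplementary Data 2 fell in another category than stated there. PsCam026054, Contig4480 and PsCam004614 are listed as induced and were constitutively up-regulated here, being called in controls at 1 time point, PsCam004614 by the detected-only rule alone. PsCam036692, PsCam045300 and PsCam026992 are listed as constitutively up-regulated and fell among the induced. Over the whole lists, 106 of 183 constitutively up-regulated and 258 of 342 induced transcripts fell in the stated category. With opposite calls counted in both directions, chosen after seeing the values, 108 and 301 did.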

Other observations

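Of the tests in this part, those of transcripts with 1 read, with 2 or 3 and with 4 to 9 reads, and the divisions that part all pairs for the average, the transcripts differing in all and the 4 categories, were chosen only after the results were seen. The simulations and the comparison of de novo contigs were set down before.

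Sampling of few reads from transcripts at the same level in both genotypes was weighed for the detected-only rule. For the 1418 transcripts with a single read at 24 hai after inoculation nothing can be decided, because every division of the 6 libraries counts a single read alike. With 2 or 3 reads, 518 transcripts were detected only in 1 genotype at 24 hai and 497 at 48 hai, while the 3 other divisions of the same libraries that part all pairs gave medians of 449 and 419, with at most 482 and 422. Sampling is therefore a candidate explanation for most of them, and a small excess over these divisions remains. With 4 to 9 reads there were 254 and 229 transcripts, and the other divisions gave at most 116 and 105, so sampling is excluded as the whole cause. With at least 10 reads it is excluded as the cause. In counts simulated with no difference between the genotypes 7.15 such transcripts were found on average, and 325 in the data at either time point. The simulated counts rest on the observed means and leave out transcripts that were missed by chance, so they are low for transcripts with few reads. Genotype stays open for the transcripts with at least 4 reads, among others because a variant of 1 genotype against the reference was not tested for them.

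The same sampling could put transcripts into the categories without any difference between genotypes. The simulated counts gave 2238 differing transcripts on average, 0.6 of them without the detected-only rule. The simulated induced category held 952.6 transcripts, 573 of them lower and 5.6 higher in inoculated than in control P665 plants, where the data gave 1917, 793 and 50. The simulated repressed category held 996.2 transcripts on average (976 to 1032), against 1849. How much of the real category arises in this way cannot be told apart from a difference between the genotypes, since the simulation leaves out the transcripts named above.

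Chance was examined for the counts by other divisions of the libraries. For the 4 comparisons of P665 with Messire the 4 divisions of 6 libraries that part all pairs are too few to exclude it by their number alone. In each comparison only the real one, 1 of 4, gave as many calls. The other 3 gave 0 calls in edgeR's test, the only tool run on divisions, against 1846 to 2803, and 257 to 1162 transcripts at an unadjusted p under 0.05 against 4105 to 5768. In counts simulated with no change at 48 hai, edgeR called 0 of 21401 transcripts, where the data gave 1846 calls, so counting noise and the spread between libraries, as simulated, are excluded as the whole cause there. For the average of both time points, with 2642 calls (1318 higher and 1324 lower in P665), chance is excluded, 1 of 32 divisions giving as many. For the constitutively up-regulated and down-regulated categories 1 of 32 also gave as many, and the others gave at most 680 and 758 transcripts. Of these 32, 16 repeat the other 16 with the genotypes exchanged at 48 hai only. With fixed control labels that exchange takes a difference between the genotypes out of these 2 categories by construction. The 16 without it are too few to exclude chance. For the 6340 transcripts differing in all, 1 of 16 divisions gave as many, which is too few divisions to exclude it. For the induced and the repressed categories 6 of 32 and 2 of 32 divisions gave as many, which decides nothing on chance. The control libraries kept their labels, so a division that exchanges the genotypes in most inoculated libraries moves the difference between the genotypes into these categories by construction. The 5 other divisions with as many induced transcripts all changed the labels of at least 4 of the 6 libraries at 48 hai, and the other division with as many repressed ones, 1938, changed 4 of 6 at 24 hai and 6 of 6 at 48 hai.

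De novo contigs, here the TRINITY sequences, were called higher in P665 more often than published PsCam transcripts. In inoculated plants 64.5% of the called TRINITY sequences were higher in P665 at 24 hai and 63.3% at 48 hai, against 52.7% and 44.1% of the PsCam calls. In controls the shares were 60.9% and 60.8% against 46.0% and 39.2%. Sequences named Contig were closer to the PsCam transcripts, with 53.3%, 46.4%, 45.4% and 42.9% in the same order. The odds ratios were 1.64, 2.19, 1.83 and 2.40 in the same order (adjusted p = 4.38e-06, 4.8e-12, 2.04e-08 and 3.97e-13 by Fisher's exact test over transcripts, which are not independent replicates), and without the detected-only rule 1.97, 2.13, 2.01 and 2.27. Without that rule the PsCam shares were 48.0%, 44.7%, 43.9% and 40.8%, so that at 24 hai after inoculation they fell from above to below 50%. A candidate explanation is that the published reference, made from *P. sativum* ssp. *sativum*, misses sequences of P665 that the contigs supply. The lowest odds ratio of 1.64 does not decide it, since a difference in expression between the genotypes would give the same shares, and the 2 cannot be told apart.

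Of the 1998 coefficients held from Supplementary Data 3, fewer than the paper lists, the 10 transcripts with the most negative ones were higher in inoculated P665 than in inoculated Messire plants in 10 of 10 cases at 24 hai, by a median of 0.54 on the log2 scale (0.31 to 1.65), and in 9 of 10 at 48 hai. In controls 9 and 6 of 10 were higher. At most 1 of them was called in any of the 4 comparisons.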
